# Unveiling the heterogeneity of NKT cells in the liver through single cell RNA sequencing

**DOI:** 10.1038/s41598-020-76659-1

**Published:** 2020-11-10

**Authors:** Hao Shen, Chan Gu, Tao Liang, Haifeng Liu, Fan Guo, Xiaolong Liu

**Keywords:** Immunology, Lymphocytes

## Abstract

CD1d-dependent type I NKT cells, which are activated by lipid antigen, are known to play important roles in innate and adaptive immunity, as are a portion of type II NKT cells. However, the heterogeneity of NKT cells, especially NKT-like cells, remains largely unknown. Here, we report the profiling of NKT (NK1.1^+^CD3e^+^) cells in livers from wild type (WT), Jα18-deficient and CD1d-deficient mice by single-cell RNA sequencing. Unbiased transcriptional clustering revealed distinct cell subsets. The transcriptomic profiles identified the well-known CD1d-dependent NKT cells and defined two CD1d-independent NKT cell subsets. In addition, validation of marker genes revealed the differential organ distribution and landscape of NKT cell subsets during liver tumor progression. More importantly, we found that CD1d-independent Sca-1^−^CD62L^+^ NKT cells showed a strong ability to secrete IFN-γ after costimulation with IL-2, IL-12 and IL-18 in vitro. Collectively, our findings provide a comprehensive characterization of NKT cell heterogeneity and unveil a previously undefined functional NKT cell subset.

## Introduction

Natural killer T (NKT) cells have been increasingly reported to play an important role in controlling innate and adaptive immune responses against cancers, inflammatory disorders and infectious diseases^1^. NKT cells are generally defined as CD1d-dependent natural killer-like T cells. However, previous work also indicated that CD1d-independent NK1.1^+^ cells and other semi-invariant T-cell subsets like MAIT cells are sometimes referred to as NKT cells^2^. Recent work on CD1d-unrestricted NKT cells claimed that the current classification of NKT cells places them into three categories: type I, type II and NKT-like cells^3^. Type I NKT cells, also termed invariant NKT (iNKT) cells, are CD1d-restricted T cells that recognize the glycosphingolipid α-galactosylceramide (α-GalCer) and express an invariant T cell receptor (TCR; variable (V) and joining (J) V_α_14J_α_18 chain and limited TCRβ-chain repertoire)^4,5^. Type II NKT cells are also CD1d-restricted T cells with diverse usage of TCRα and β-chains and are reactive to diverse lipid antigens derived from self or microbes^6^. Unlike iNKT cells, only a portion of type II NKT cells have been studied due to the discovery of specific antigens, such as sulfatide^7^. NKT-like cells are CD1d independent^2^ and include all the other NKT cells. For example, the activated CD8^+^ T cells derived CD8^+^NK1.1^+^ T cells and MAIT cells. The activated CD8^+^ T cells derived CD8^+^NK1.1^+^ T cells acquired NK1.1 expression with no expression of Ly49 receptors (Ly-49C/I and Ly-49G2) in mice liver after allogeneic hematopoietic cell transplantation^8^. MAIT cells, which was identified by Shimamura et.al by using CD1d-deficient mice^9^, are depleted in Jα18-deficient mice^10^.

The majority of the literature now has defined NKT cells as a CD1d-dependent cell type^11^. Both type I and type II NKT cells have been shown to play an important role in the regulation of immune responses in cancer and other diseases^1^. The combined use of Jα18-deficient mice that lack type I NKT cells and CD1d-deficient mice that lack type I and type II NKT cells is useful for studying the biological functions of type I and type II NKT cells in vivo^2^. In general, type I and type II NKT cells play opposing roles in the immune regulation of tumor immunity, which concludes that type I NKT cells protect against cancer, while type II NKT cells suppress tumor immunity^1^. However, some reports suggest a suppressive role of type I NKT cells^12,13^ and an antitumor role of type II NKT cells in tumor immunity^14^, which makes the functional relationship of type I and type II NKT cells conflicting in cancer. Moreover, the definition of subsets of CD1d-dependent NKT cells still mainly relies on finding specific antigens, and there is no known antigen that can stimulate all type II NKT cells uniformly^1^. Additionally, CD1d-independent NKT-like cells are more heterogeneous and less thoroughly characterized than CD1d-dependent NKT cells, which makes it more difficult to study their biological function precisely. To date, the classification of NKT cells remains unclear, and the function of NKT cells mainly relies on the discovery of specific antigens for labeling and activating these cells.

As there is no specific marker that can uniformly isolate all CD1d-dependet natural killer-like T cells. In order to investigate the heterogeneity of NKT cells, we performed scRNA-seq on NKT (NK1.1^+^CD3e^+^) cells in livers from WT, Jα18-deficient and CD1d-deficient mice. Unbiased clustering of the cellular transcriptomes grouped cells into 4 distinct clusters, and transcriptional profiles for each subset were identified. By comparison of the scRNA-seq data of liver NKT cells from WT mice with those of liver NKT cells from Jα18-deficient and CD1d-deficient mice, we identified type I and type II NKT cells and divided the CD1d-independent NKT cells into two major subsets. Additionally, we used two cell surface markers to separate the NKT cell subsets and determine their distribution in different organs at steady state or in the liver during liver tumor development. Moreover, we found that CD1d-independent Sca-1^−^CD62L^+^ NKT cells show a specific ability to secrete IFN-γ after costimulation with IL-12, IL-18 and IL-2 in vitro. Taken together, our research reveals the landscape of NKT cells in the liver and redefines the NKT cell subsets.

## Results

### Overview of NKT cell subsets identified by single-cell RNA sequencing in the mouse liver

To investigate the heterogeneity of NKT cells, we chose NKT cells from the liver, the peripheral organ with the highest frequency of NKT cells in mice, for single-cell RNA sequencing. 

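NK1.1+CD3e+ cells from the livers of WT, Jα18-deficient and CD1d-deficient mice were sorted, picked by hand and sequenced with unique molecular identifiers (UMIs). Jα18-deficient mice lack a gene segment of the T cell receptor of type I NKT cells, and CD1d-deficient mice lack the molecule that presents antigen to type I and type II NKT cells. The labels of the deposited data list 24 libraries, 8 per genotype, but the count matrix names each cell only by its genotype and a number. Each genotype was therefore treated as 1 pool of cells without replicates, and genotypes were compared without a test. The authors trimmed the reads with Cutadapt, aligned them to the mm9 mouse transcriptome with Tophat, removed duplicates by UMI and counted the transcripts of each gene with HTSeq. The matrix holds these UMI counts, without normalization, for 24447 genes in 1735 cells. They sum to 34102694 UMIs in the WT pool, 60484252 in the Jα18-deficient pool and 14536585 in the CD1d-deficient pool. For the clusters, Seurat was run on log-normalized counts of 2000 variable genes with 20 principal components and 20 neighbours, at a Louvain resolution of 0.5. The genes named in the paper, the markers that named the clusters and sex-linked genes were kept out of the clustering features. Other genes that were tested could be features, as could genes correlated with those kept out. A difference between clusters was therefore not independent of how the clusters were formed. A cluster was named C1-like or C2-like, or C0-like for CD1d-dependent cells, by its expression of marker genes taken from Fig. 1c, 2i, 4a and 4c, and is called C0, C1 or C2 from here on. Counts were summed per pool and subset, and subsets were compared with edgeR on n = 3 pools with the pool as a term, so that the replicates were pools of different genotypes. The 25 C2 cells of the WT pool gave the smallest of these sums, 1769130 UMIs, and the 510 C0 cells of the WT pool gave the largest, 28844918 UMIs. Gene positions are those of NCBIM37 (mm9).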

A single-cell suspension was prepared from the dissociated liver, and NKT cells were enriched by cell sorting (FACS) of NK1.1^+^CD3e^+^ cells and subjected to scRNA-seq (Fig. 1a). After quality control, 623 cells from the liver in WT mice, 725 cells from the liver in Jα18-deficient mice and 387 cells from the liver in CD1d-deficient mice were used in the downstream analysis. 

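The count matrix holds these same numbers of cells. Cd1d1, the gene targeted in CD1d-deficient mice, lies on chromosome 3 from 86799756 to 86803363. It had 854 UMIs in the WT pool, or 25.0 counts per 1000000 UMIs (CPM; exact Poisson 95% interval 23.4 to 26.8), and 934 UMIs in the Jα18-deficient pool, or 15.4 CPM. In the CD1d-deficient pool it had 0 UMIs, which allows a level of up to 0.206 CPM. A UMI of Cd1d1 was found in 11.6% of WT cells and 14.1% of Jα18-deficient cells, and 0 of 387 CD1d-deficient cells allows a share of cells with a UMI of up to 0.775%. The matrix has no rows for T cell receptor gene segments, so the Jα18 deletion could not be examined. These limits and intervals cover counting error only.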

On average, 62,895 UMIs and 2,231 genes were detected in these individual cells (Supplementary Fig. 1). 

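Across all cells of the matrix, the mean was 62895 UMIs and 2231 genes per cell, and the median was 36565 UMIs. Depth differed between the pools, with a median of 40467 UMIs per cell in the WT pool, 46670 in the Jα18-deficient pool and 13508 in the CD1d-deficient pool. The median number of detected genes was 2158, 2417 and 1656 in these pools, and single cells ranged from 789 to 598221 UMIs.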

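Of the 1735 cells, 962 clustered as C0, 487 as C1 and 197 as C2. The other two clusters, of 72 and 17 cells, were named by no marker list and were left out of the comparisons of subsets. C0 did not split into type I and type II cells in this clustering, so it was clustered again at a resolution of 0.5, a step added after the first clusters were seen. Within C0, 342 cells were named C3 and 608 C4 by markers from Fig. 2c and 2d, and 12 cells were named neither.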

Using t-SNE analysis, 4 distinct clusters of NKT cells were well segregated (Fig. 1b). Cluster 1 (C1) accounted for 7.4% of the cells in WT mice, 20.4% of the cells in Jα18-deficient mice, and 61.0% of the cells in CD1d-deficient mice; Cluster 2 (C2) accounted for 3.8% of the cells in WT mice, 13.5% of the cells in Jα18-deficient mice, and 14.7% of the cells in CD1d-deficient mice; Cluster 3 (C3) accounted for 11.3% of the cells in WT mice, 48.2% of the cells in Jα18-deficient mice, and 7.3% of the cells in CD1d-deficient mice; and Cluster 4 (C4) accounted for 77.5% of the cells in WT mice, 17.9% of the cells in Jα18-deficient mice, and 17.0% of the cells in CD1d-deficient mice. 

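In the re-analysis, C1 held 8.35% of WT cells (exact Clopper-Pearson 95% interval 6.30 to 10.8%), 26.2% of Jα18-deficient cells (23.0 to 29.6%) and 63.3% of CD1d-deficient cells (58.3 to 68.1%). C2 held 4.01% (2.61 to 5.87%), 17.9% (15.2 to 20.9%) and 10.9% (7.93 to 14.4%) of these cells, in the same order. The shares of C3 were 9.47% (7.29 to 12.0%), 36.7% (33.2 to 40.3%) and 4.39% (2.58 to 6.94%). Those of C4 were 71.1% (67.4 to 74.6%), 14.6% (12.1 to 17.4%) and 15.2% (11.8 to 19.2%). C3 was named in part by genes that were higher in the Jα18-deficient pool within every subset. Cells of the unnamed clusters made up 5.78% of WT cells, 4.14% of Jα18-deficient cells and 5.94% of CD1d-deficient cells. There was 1 pool per genotype, and the intervals cover counting error, not differences between mice or libraries. Among the alternatives, clustering on 1000 variable genes moved the C1 share of the Jα18-deficient pool most, to 44.8%.

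**Figure D1:**
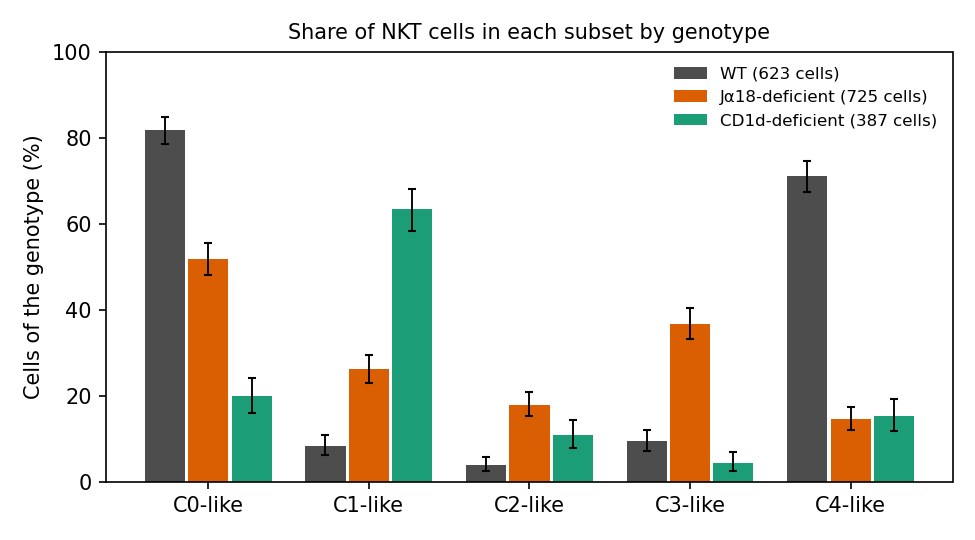
Share of the cells of each genotype (y axis, percent) in each subset (x axis), with exact 95% intervals as error bars. C3 and C4 are parts of C0, and the bar of C1 rises from 8.35% in the WT pool to 63.3% in the CD1d-deficient pool.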

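The genes that led each cluster were ranked by the log2 ratio of their mean counts per 10000 to those of all other cells, with 0.1 added to both and without a test. C1 was led by Cd8a, at 3.80, followed by Klra5 and Cd244, and Osgep and S1pr1 were among the leading genes of C2. C0 was led by Maf, at 2.05, followed by Il4 and Cd40lg. Within C0, Gm16702 led C3, at 1.90, and Serpina3f led C4, at 1.44, both in relation to the rest of C0.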

Heatmaps of the normalized NKT cell profiles showed the normalized expression of the top variable genes in each NKT cell subset (Fig. 1c). By comparison of the clustering pattern of NKT cells from WT mice with those of NKT cells from Jα18-deficient and CD1d-deficient mice, the NKT cells were divided into 4 distinct subsets, which we temporarily termed C1, C2, C3 and C4. We identified well-known CD1d-dependent NKT cells (type I and type II NKT cells) and two distinct subsets of CD1d-independent NKT cells (NKT-like cells) (Fig. 1d). 

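Between the pools, the share of C1 was 17.9 percentage points higher in Jα18-deficient than in WT cells and 55.0 points higher in CD1d-deficient than in WT cells, 7.58 times the WT share. For C2, the share was 13.9 points higher in Jα18-deficient and 6.84 points higher in CD1d-deficient cells than in WT cells. For both subsets, the counting interval of the WT share lay below those of the other pools. Shares are parts of a whole, so the lower share of C0 in those pools raises the others by itself. The data hold no number of cells per liver, and an expansion of C1 or C2 cannot be read from them. The pools with the lowest and the highest C1 share were the same under 8 of 8 alternative clusterings, and those of C2 under 4 of 8. Over these alternatives the C2 share ranged from 0.321 to 4.82% in the WT pool, from 0.791 to 23.3% in the Jα18-deficient pool and from 0.258 to 15.2% in the CD1d-deficient pool.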

C1 and C2 represented two major subsets of CD1d-independent NKT cells. C3 and C4 represented CD1d-dependent type II NKT cells and type I NKT cells. 

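The share of C3 was 27.2 percentage points higher in Jα18-deficient than in WT cells, and it fell by 5.08 points from WT to CD1d-deficient cells. That of C4 fell by 56.5 points from WT to Jα18-deficient cells and by 55.9 points from WT to CD1d-deficient cells. As these are parts of a whole, the share of C3 can rise through the fall of C4 alone. Mtmr9, Plppr4 and Rcbtb2, 3 of the 6 markers of C3, were also higher in the Jα18-deficient than in the WT pool within C0, C1 and C2, so C3 was not named independently of the genotype. In checks added after these values were seen, the clusters had the same names without these markers and by the WT cells alone. By the Jα18-deficient cells alone, the C4 cluster had no name. The 17 CD1d-deficient cells of C3 were too few to be named. They would also have had no name by their markers, since a name needed a mean z-score above 0. Theirs within the pool were -0.0654 for C3 and -0.299 for C4. Genes that differ between pools, such as Lgals3, were among the features that formed C3 and C4. C0, which holds both, made up 81.9% of WT, 51.7% of Jα18-deficient and 19.9% of CD1d-deficient cells, so 77 cells of mice without CD1d clustered with C0. From the comparison of the clusters between WT mice, mice that lack type I NKT cells and mice that lack both types, the paper concludes that C4 holds type I and C3 type II NKT cells and that C1 and C2 are independent of CD1d.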

Altogether, these unbiased analyses reveal the diversity of NKT cells in the mouse liver and reclassify the NKT cells into 4 distinct subsets without the need for specific antigens.

**Figure 1:**
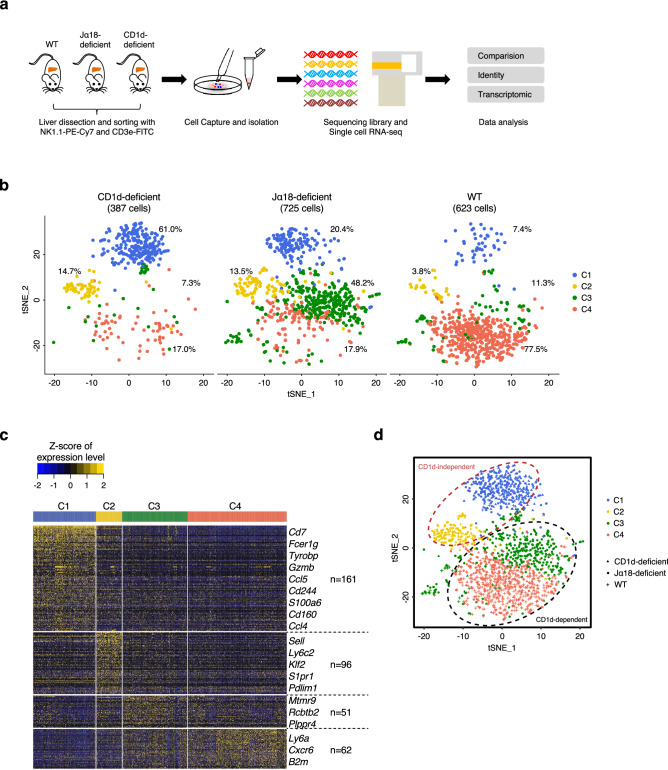
Unbiased single-cell RNA-seq analysis reveals distinct NKT cell subsets in the mouse liver. (**a**) Workflow describes the overview of the single-cell RNA-seq experimental design. (**b**) t-SNE analysis of NKT cells from WT mice (623) or Jα18-deficient mice (725) and CD1d-deficient mice (387). The percentage of cell population was indicated. (**c**) Analysis of the differentially expressed genes among single NKT cells. (**d**) t-SNE analysis of NKT cells from WT mice, Jα18-deficient mice and CD1d-deficient mice, annotated by cell-type identity.

### Transcriptional features of distinct NKT cell subsets

Next, we sought to explore the transcriptional features of different NKT cell subsets. We identified more than 100 genes that were specifically expressed in the CD1d-independent NKT cell subset C1 via single-cell RNA-seq. 

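A gene was called specific to C1 when it was higher in C1 than in C0 and in C2, each with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an ln fold change above 0.25, the paper's thresholds. This held for 29 of 10121 genes tested, 24 of them not clustering features, and 124 genes passed at an unadjusted p under 0.05. DESeq2 called 57 genes, 27 of them shared with edgeR, and limma 46, 26 of them shared. The count was 8 without the WT pool, 23 without the Jα18-deficient pool and 12 without the CD1d-deficient pool. Clustering with 30 principal components or on thinned cells moved the count most: edgeR then called 0 genes, with 113 and 84 at an unadjusted p under 0.05. C2 then held 53 and 10 cells, against 197 here. Its 1 CD1d-deficient cell in each was too few to be summed. The comparison of C1 with C2 was therefore weak in both, and the 0 cannot be read as a change of the genes of C1 alone. On simulated counts of the same sums, edgeR recovered 26% of genes raised 4-fold and 1% of those raised 2-fold in both comparisons, so most differences of this size were not detectable with 3 pools. Of 45 genes named in the paper's single-cell results, 26 differed between C1 and C0 over all genes tested and 33 when adjusted over the list alone, and 18 and 26 differed between C1 and C2. Between C2 and C0, 7 differed over all genes tested and 27 over the list alone. The study chose this list on these samples, so the counts over the list are not independent evidence.

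**Figure D2:**
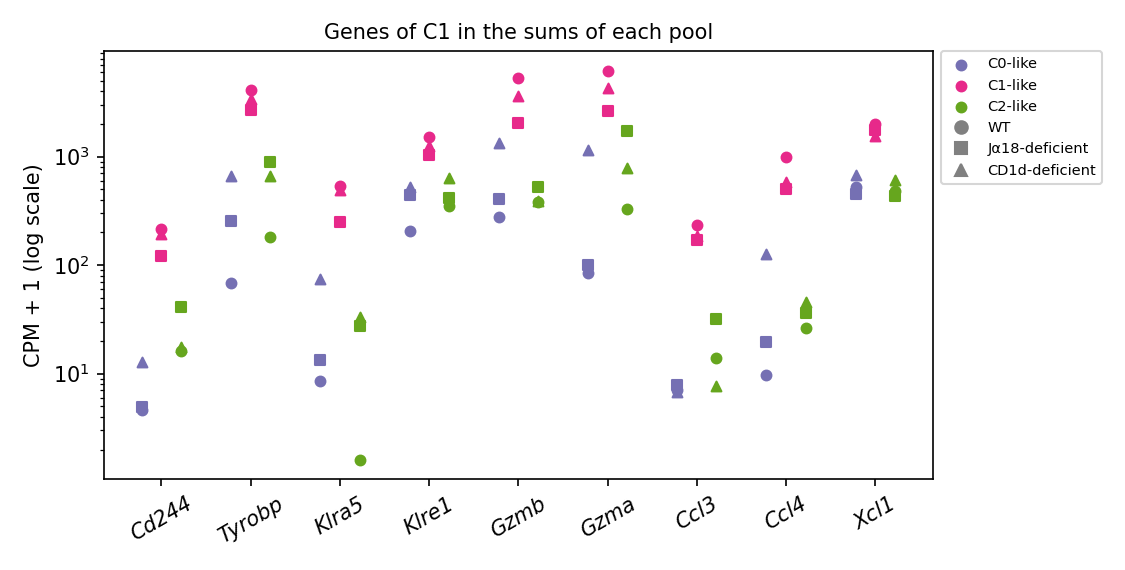
CPM + 1 (y axis, log scale) of genes of C1 named in the paper (x axis) in the sum of each pool and subset, with 1 point per pool and colours for the subsets. Other genes of C1, Klrc1 among them, are not drawn. For each gene drawn, the points of C1 lie above those of C0 and C2 of the same pool, with Cd244 at 213 CPM in C1 and 3.64 CPM in C0 of the WT pool.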

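Cd244 (chromosome 1, 173489324 to 173515449) had 6.48 ± 4.63 CPM in C0, 175 ± 48.4 in C1 and 24.0 ± 13.9 in C2 (TMM-normalized, mean ± SD, n = 3 pools). Its log2 fold change was 4.95 (standard error 0.64, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for C1 over C0 and 2.86 (standard error 0.59, adjusted p = 0.019 from the same test) for C1 over C2. The second was no longer called without the WT pool, at 2.33, or without the CD1d-deficient pool, at 2.62. Tyrobp (chromosome 7, 31198807 to 31202596) was higher in C1 by 3.98 (adjusted p = 2.0e-04) on the log2 scale than in C0 and by 2.97 (adjusted p = 0.0028) than in C2, and every pool left out kept both calls. Ncr1 (chromosome 7, 4289326 to 4296766) was higher by 3.99 (adjusted p = 0.0090) than in C0, whereas its difference of 2.87 (adjusted p = 0.079) from C2 was not called. It passed without the Jα18-deficient pool, at 4.27, and by limma. Of the killer cell lectin-like receptor genes, Klra5 (chromosome 6, 129849014 to 129867668), Klra9 (chromosome 6, 130128771 to 130285823) and Klre1 (chromosome 6, 129527911 to 129535842) were called over both subsets, with log2 fold changes of C1 over C2 of 4.83 (adjusted p = 0.0015), 2.24 (adjusted p = 0.047) and 1.52 (adjusted p = 0.0084). Over C2, Klra9 was not called without the WT pool (1.06) or without the CD1d-deficient pool (2.85), and Klre1 was not called without the WT pool (1.14). Klrc1 (chromosome 6, 129616033 to 129628991) was called over neither, with 0.68 (adjusted p = 0.64) over C0 and 0.19 (adjusted p = 0.87) over C2, and in the CD1d-deficient pool alone it was lower in C1 than in both.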

Interestingly, many genes were related to the receptors of NK cells, including NK cell receptor 2B4 (*Cd244*), NKp46 (*Ncr1*), TYPO protein tyrosine kinase-binding protein (*Tyrobp*) and some of the killer cell lectin-like receptor (*Klr*) genes (Fig. 2a,f). Additionally, we found that some genes were related to the cytotoxicity pathway, including granzymes (*Gzma* and *Gzmb*) (Fig. 2e). 

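Gzmb (chromosome 14, 56877693 to 56881097) had 3661 ± 1621 CPM in C1 (mean ± SD, n = 3 pools), against 675 ± 586 in C0 and 429.9 ± 77.3 in C2. Its log2 fold change was 2.62 (standard error 0.41, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for C1 over C0 and 3.02 (standard error 0.41, adjusted p = 4.0e-04 from the same test) for C1 over C2, with the same sign in each pool. Gzma (chromosome 13, 113884033 to 113891187) had 4377 ± 1752 CPM in C1, and its log2 fold change over C0 was 4.17 (standard error 0.74, adjusted p = 0.0048 from the same test). Over C2 it was 2.41 (adjusted p = 0.13), which was not called. Without the Jα18-deficient pool, in which C2 had 1709.7 CPM, it was 3.66 and called, as it was by limma.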

We also found that CD8α (*Cd8α*) was expressed at significantly higher levels in C1 than in other NKT cell subsets, which was consistent with previous studies of cytotoxicity and granules in CD8^+^ NKT cells^15,16^. 

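Cd8a (chromosome 6, 71323421 to 71329165) had 641 ± 294 CPM in C1, 128 ± 65.6 in C2 and 39.1 ± 57.3 in C0 (mean ± SD, n = 3 pools). C1 differed on the log2 scale by 5.14 (standard error 0.72, adjusted p = 4.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over C0 and 2.56 (standard error 0.60, adjusted p = 0.046 from the same test) over C2, higher in C1 in all 3 pools. Over C2 it was not called by DESeq2, without the pool term, or without the WT pool, at 1.87. In C0, Cd8a had 3.88 CPM in the WT pool, 8.09 in the Jα18-deficient pool and 105 in the CD1d-deficient pool.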

We also identified approximately 100 genes that were specifically expressed in the CD1d-independent NKT cell subset C2 via single-cell RNA-seq (Fig. 2b). 

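By the same thresholds, 10 genes were specific to C2, 2 of them not clustering features. At an unadjusted p under 0.05, 190 genes passed. DESeq2 called 73 genes and limma 23, and edgeR called 5 without the WT pool (Dapl1, H2afz, Ly6c2 and Tcf7 among them), 14 without the Jα18-deficient pool and 3 without the CD1d-deficient pool (H2afz and Pclaf among them), with the genes of small counts named after their values were seen. Clustering on 1000 variable genes gave 129 genes, 0 of them shared, but this C2 had too few WT and CD1d-deficient cells to be summed and rested on the Jα18-deficient pool alone.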

Unlike those enriched in C1, the genes enriched in C2 were related to cell adhesion and cell migration. The gene encoding α4 integrin (*Itga4*), which has been reported to be essential for T cell trafficking and adhesion^17^, was enriched in C2. In addition, the expression levels of *Klf2*, *S1pr1* and *Sell* were significantly higher in C2 than in the other subsets. 

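Itga4 (chromosome 2, 79095583 to 79173280) had 169.8 ± 96.1 CPM in C2, 150.4 ± 60.8 in C1 and 22.9 ± 13.2 in C0 (mean ± SD, n = 3 pools). It was higher in C2 than in C0, by 2.96 (standard error 0.51, adjusted p = 0.0090 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on the log2 scale, and not called without the CD1d-deficient pool, at 2.28. C1 differed from C2 by -0.13 (adjusted p = 0.95), less than the spread between pools, and this ratio had opposite signs in the WT and the CD1d-deficient pool. C1 was also higher than C0, by 2.82 (adjusted p = 0.0049).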

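S1pr1 (chromosome 3, 115413351 to 115417973) had 119 ± 41.5 CPM in C2, 13.4 ± 7.75 in C0 and 3.90 ± 2.15 in C1 (mean ± SD, n = 3 pools). It was lower in C1 than in C2, at -4.93 (standard error 0.76, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on the log2 scale, and its difference of C2 over C0, 3.12 (adjusted p = 0.063), was not called, although DESeq2, limma and edgeR without the pool term called it. Klf2 (chromosome 8, 74842932 to 74845555) was lower in C1 than in C2, at -3.14 (adjusted p = 0.033), a call lost without the Jα18-deficient pool (-3.09) or the CD1d-deficient pool (-2.69). Over C0, Klf2 in C2 was 1.93 (adjusted p = 0.33), which passed by limma alone. Both genes were higher in C2 than in C0 in each pool.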

Previous studies have reported that Krueppel-like factor 2 (*Klf2*) directly promotes naïve T cell recirculation through regulation of the expression of sphingosine 1-phosphate receptor 1 (*S1pr1*) and L-selectin (*Sell*)^18–20^. Therefore, the CD1d-independent NKT cell subset C2 might not be tissue-resident cell types and might participate in immune surveillance and host defense. 

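The 342 C3 and 608 C4 cells were summed per pool, with as few as 17 C3 cells in the CD1d-deficient pool. By the paper, Jα18-deficient mice lack type I cells and CD1d-deficient mice lack both types. The test therefore compares clusters over the pools, not type I with type II cells. Among 8906 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 between C3 and C4, with 179 genes at an unadjusted p under 0.05. DESeq2 called 15 genes and limma 0, and edgeR called 1 gene without the WT pool (Nudt6), 0 without the Jα18-deficient pool, with 177 at an unadjusted p under 0.05, and 5 without the CD1d-deficient pool (Fdps, Ffar2, Mettl15, Srm and Trio). These genes are named after their values were seen, and no setting called a gene that named C3 or C4. Mtmr9, Plppr4 and Rcbtb2, which helped to name C3, were higher in the Jα18-deficient pool than in the WT pool by a log2 ratio above 1 within each of C0, C1 and C2. Tmem176a and Tmem176b were also higher in each, but by less in at least 1 subset, and Ckb was lower in C2.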

For CD1d-dependent NKT cells, we identified genes expressed specifically in C3 and C4 cells (Fig. 2c,d). Unlike the genes specifically expressed in C1 or C2, the genes enriched in C3 and C4 showed a similar pattern with each other. 

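Similarity was measured as Pearson's r across 10121 genes of the log2 CPM of the cluster sums within each pool. Genes are not independent replicates, so pools were compared. For C3 and C4, r was 0.808 ± 0.105 (SD, n = 3 pools), with 0.870 in the WT pool, 0.865 in the Jα18-deficient pool and 0.687 in the CD1d-deficient pool. The mean r was 0.813 for C1 and C4, 0.786 for C1 and C3, 0.772 for C2 and C4, 0.765 for C1 and C2, and 0.744 for C2 and C3. C3 and C4 exceeded the mean of these pairs by 0.0318 ± 0.0855, in 2 of 3 pools (two-sided exact permutation test by sign flips, p = 0.75, where 3 pools allow no p below 0.25). It was 0.120 in the WT pool and -0.0509 in the CD1d-deficient pool, a spread larger than the mean difference. By the paper, Jα18-deficient mice lack type I cells and CD1d-deficient mice lack both types, so only the WT pool can hold both. The mean over the pools compares clusters and does not bear on how alike type I and type II cells are. C3 and C4 also exceeded C1 and C2 by 0.0429 ± 0.128. With as many cells of each cluster within a pool, a version added after these values were seen, C3 and C4 were the most alike on average, and exceeded the mean of the other pairs by 0.0199.

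**Figure D3:**
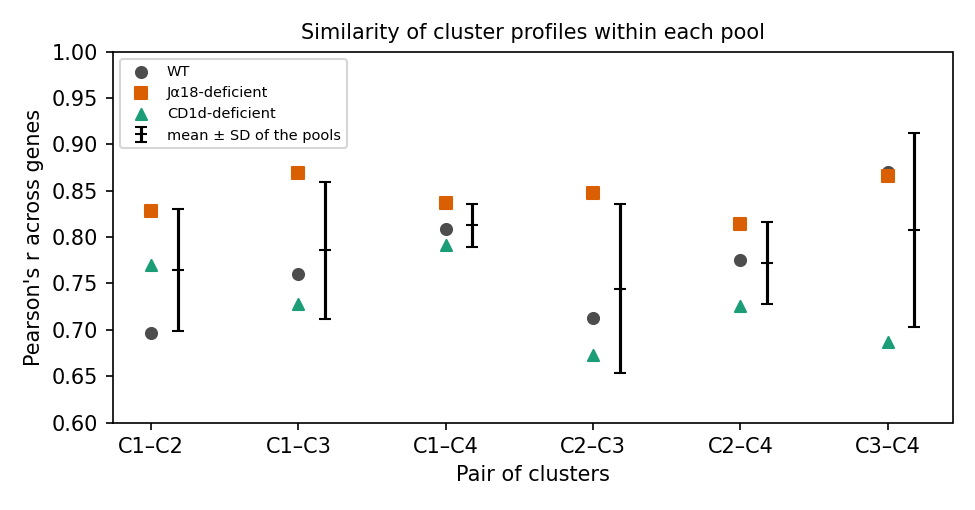
Pearson's r across genes (y axis, from 0.60 to 1.00) between the sums of each pair of clusters (x axis) within each pool. Points are pools and bars are the mean ± SD, and C3 and C4 reach 0.870 in the WT pool and 0.687 in the CD1d-deficient pool.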

Analysis of the similarity of NKT cell subsets showed that C3 and C4 had significantly higher similarity scores than C1 and C2 (Fig. 2g). However, previous studies on NKT cells regarded type I and type II NKT cells as two different NKT subsets with opposite functions^1^. Our data indicated that C3 and C4 might be considered as a single cluster on the basis of detailed analysis at the transcriptional level. To better analyze transcriptionally different subsets of NKT cells, we combined CD1d-dependent NKT cells (C3 and C4) into a single subset called C0. 

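The mice of the CD1d-deficient pool lack both types of CD1d-dependent cells by the paper, so its 77 cells count as C0 by their cluster alone. By edgeR, 2 genes were higher in C0 than in C1 and C2, and 77 genes passed at an unadjusted p under 0.05. The 2 genes were Maf, which was named after its values were seen, and Rcbtb2, which was also higher in the Jα18-deficient than in the WT pool within each subset. DESeq2 called 17 genes and limma 20, and edgeR called 0, 1 and 0 without the WT, the Jα18-deficient and the CD1d-deficient pool, with 72, 45 and 60 at an unadjusted p under 0.05. The single gene without the Jα18-deficient pool was Ly6a. Ly6a (chromosome 15, 74825308 to 74828064) had 749 ± 254 CPM in C0, 102 ± 47.7 in C1 and 229.5 ± 202 in C2 (mean ± SD, n = 3 pools). Its log2 fold change was -3.00 (standard error 0.50, adjusted p = 0.0023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for C1 over C0 and -2.26 (standard error 0.51, adjusted p = 0.063 from the same test) for C2 over C0. The second was not called but passed by DESeq2, by limma and without the Jα18-deficient pool, at -3.21. Ly6a was lower in the CD1d-deficient than in the WT pool within each subset, and its ratio of C1 to C2 had opposite signs in the Jα18-deficient and the CD1d-deficient pool. Icos (chromosome 1, 61034771 to 61057164) was lower in C1 than in C0, at -4.02 (adjusted p = 2.0e-04), and differed by -1.18 (adjusted p = 0.42) between C2 and C0. Cd28 (chromosome 1, 60773644 to 60830203) was lower in C1 than in C0, at -2.80 (adjusted p = 2.0e-04). Between C2 and C0 it differed by -0.038 (adjusted p = 0.99), and this ratio changed sign between pools. Cd40lg (chromosome X, 54465320 to 54477219) was lower in C1 than in C0, at -2.98 (adjusted p = 0.0036), a call lost without the Jα18-deficient pool (-2.79), and C2 differed from C0 by -1.88 (adjusted p = 0.16), which edgeR did not call and DESeq2 and limma did. The difference of Icos in C2 was called by limma alone.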

The genes enriched in C0 were related to T cell activation, including *Ly6a*, *Icos*, *Cd28* and *Cd40lg* (Fig. 2h). Compared to other subsets, C0 showed significantly higher expression of *Lat*, an important component of both TCR signaling in T cell development and function and FCGR3-mediated signaling in NK cells^21,22^. In addition, analysis of the expression of transcription factors showed distinct regulation of transcription in NKT cell subsets (Fig. 2i). 

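Lat (chromosome 7, 133507346 to 133513057) had 851 ± 92.6 CPM in C0, 429 ± 32.7 in C1 and 652 ± 93.4 in C2 (mean ± SD, n = 3 pools), and was highest in C0 in each pool. From C0 to C1 it changed by -0.99 (standard error 0.22, adjusted p = 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on the log2 scale. It kept its sign but was not called with any pool left out, at -1.05 without the WT, -1.06 without the Jα18-deficient and -0.84 without the CD1d-deficient pool. C2 differed from C0 by -0.39 (adjusted p = 0.65), which was not called.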

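To compare cells at 1 depth, each cell with at least 10000 UMIs was thinned to that number. In C1, 45.3 ± 7.92% of cells (mean ± SD, n = 3 pools) had a UMI of Cd8a together with Klra9 or Klra7, members of the Ly-49 gene family, and 9.30 ± 10.6% had Cd8a without either. In C2 these shares were 9.35 ± 3.26% and 6.10 ± 7.03%, and in C0 3.85 ± 3.24% and 9.56 ± 9.19%. A thinned cell can miss a transcript of any of these genes that it holds, so the shares count detected transcripts only. Klra7 (chromosome 6, 130168623 to 130183340) and Klra9 (chromosome 6, 130128771 to 130285823) overlap on the chromosome, and reads may have been assigned to either.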

Notably, we analyzed the transcriptional pattern of genes encoded proteins like CD8α, Ly-49C/I and Ly-49G2 in our classified CD1d-independent populations C1 and C2 (Fig. 2a; Supplementary Fig. 2a) and found that the transcriptional pattern was not similar to the activated CD8^+^ T cells derived CD8^+^NK1.1^+^ T cells (CD8α^+^Ly-49C/I^−^Ly-49G2^−^)^8^, which indicated that both C1 and C2 are not the activated CD8^+^ T cells derived CD8^+^NK1.1^+^ T cells. 

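The sums of the same subset were compared between pools by Pearson's r across 10121 genes of log2 CPM, over 3 pairs of pools. For C1, the mean r was 0.825 ± 0.0230 (SD), from 0.809 to 0.851. For C2 it was 0.739 ± 0.0257, from 0.713 to 0.765, and for C0 0.860 ± 0.0527. Within the WT, Jα18-deficient and CD1d-deficient pools, r of C1 and C2 was 0.697, 0.828 and 0.769, and the mean over the pairs of C0, C1 and C2, of which 1 pair is without C2, was 0.762, 0.853 and 0.771. With mean ln counts per cell, the mean r of C2 between pools was 0.966, and those of the subsets within the pools were 0.958, 0.980 and 0.963. The smaller sums had more counting noise. With the sums thinned to 1 depth, the mean r between pools was 0.861 for C1 and 0.791 for C2, and those of the subsets within the pools were 0.810, 0.875 and 0.812.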

We also compared the transcriptional profiles of C1 and C2 in wild-type, Jα18-deficient (lack MAIT cells^10^) and CD1d-deficient mice and found that the transcriptional profiles of these two populations were comparable in different mouse models (Fig. 1d), which indicated that MAIT cells are not the major population of either C1 or C2. These results are consistent with previous works that activated CD8^+^ T cells derived CD8^+^NK1.1^+^ T cells expanded only during pathological state but not in steady state^8^ and MAIT cells were generally low in frequency in laboratory mice^23^. 

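Between C1 and C0, 85 genes differed by edgeR, 57 higher in C1 and 28 higher in C0. Between C2 and C0, 40 genes differed, 30 higher in C2 and 10 higher in C0. Between C1 and C2, 99 differed, 43 higher in C1 and 56 higher in C2. DESeq2 called 194, 276 and 428 genes in these comparisons, and limma 114, 89 and 138. Of edgeR's calls, 67, 24 and 73 were genes that had not been clustering features.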

Taken together, these results show that NKT cells could be divided into 3 transcriptionally distinct subsets with two major subsets of CD1d-independent NKT cells (termed C1 and C2 below) and a combined subset of CD1d-dependent NKT cells (termed C0), which included C3 and C4.

**Figure 2:**
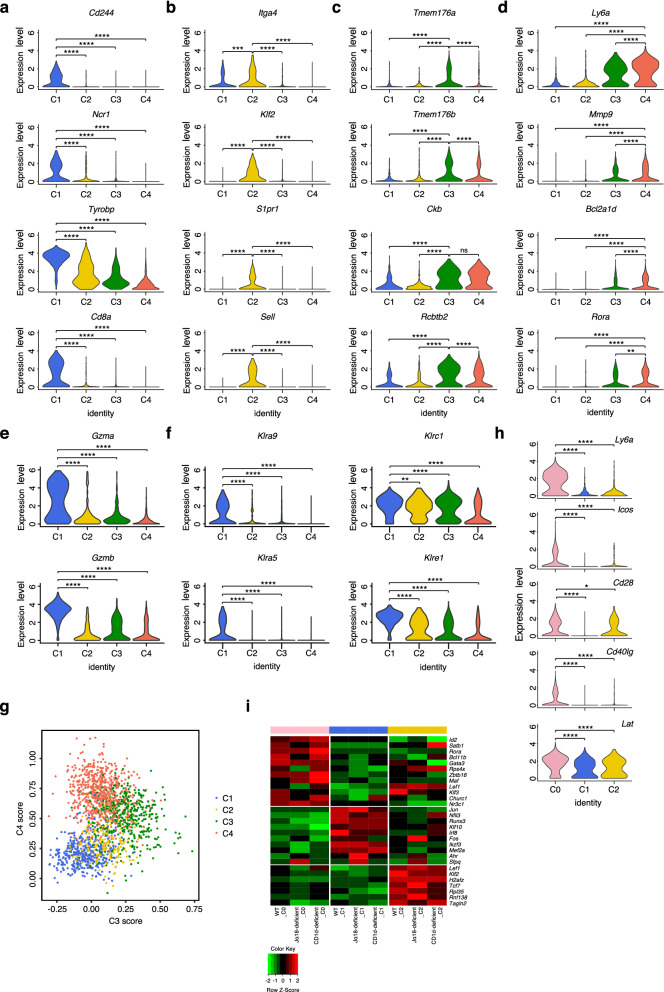
Molecular feature of each NKT cells subsets. (**a–d**) Violin plots showing the differential expression genes of each clusters. (**e**) Violin plots showing the expression of *Gzma* and *Gzmb* across all clusters. (**f**) Violin plots showing the expression of *Klra9*, *Klra5*, *Klrc1* and *Klre1* across all clusters. (**g**) Similarity score across all clusters. (**h**) Violin plots showing the differential expression genes of Cluster 0. (**i**) Heatmaps of detectable transcription factors in NKT cells subsets. Gene expression in each cluster was calculated from the combination of all liver samples from WT, Jα18-deficient and CD1d-deficient mice, unless otherwise indicated. P-values were defined by the Student’s t-test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by Student’s t-test; N.S.: no significance.

### Properties of immune regulation among distinct NKT cell subsets

To explore whether these transcriptionally distinct NKT cell subsets show different immune regulation properties, we first examined the expression of cytokines and chemokines in the defined clusters (Fig. 3a). C0 had significantly higher expression of *Il4* than the other subsets, which was consistent with the findings that both type I NKT cells and a portion of type II NKT cells can secrete IL-4 upon stimulation^14,24^. 

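Il4 (chromosome 11, 53416484 to 53432171) had 139 ± 29.5 CPM in C0, 15.4 ± 13.7 in C1 and 40.7 ± 35.8 in C2 (mean ± SD, n = 3 pools). C1 over C0 was -3.45 (standard error 0.80, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on the log2 scale, and not called without the WT pool (-3.31) or the CD1d-deficient pool (-2.93). C2 over C0 was -2.31 (adjusted p = 0.33), lower in C2 in all 3 pools. It was not called by edgeR, DESeq2 or limma, but passed in edgeR without a filter on low counts. The ratio of C1 to C2 had opposite signs in the WT and the CD1d-deficient pool.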

C0 also had significantly higher expression of *Cd40lg*, which acts as a costimulatory molecule that participates in T cell activation^25^. 

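A UMI of Cd40lg was found in 39.1 ± 7.33% of C0 cells thinned to 1 depth (mean ± SD, n = 3 pools), 12.2 ± 4.98% of C1 cells and 11.8 ± 3.95% of C2 cells. In CPM, C0 had 172 ± 72.1, C1 20.7 ± 6.53 and C2 45.8 ± 27.6.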

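Ccl4 (chromosome 11, 83476086 to 83478185) had 693 ± 264 CPM in C1, 35.1 ± 9.81 in C2 and 51.1 ± 65.2 in C0 (mean ± SD, n = 3 pools), where the CD1d-deficient pool had 126 CPM and the WT pool 8.66. The log2 fold change of C1 was 4.50 (standard error 0.64, adjusted p = 5.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over C0 and 4.44 (standard error 0.60, adjusted p = 4.0e-04 from the same test) over C2. Its ratio of C2 to C0 had opposite signs in the WT and the CD1d-deficient pool. Without the cell with the most UMIs in each sum, both ratios were negative, at -1.07 and -1.59. Ccl3 (chromosome 11, 83461346 to 83462857) differed in C1 by 5.04 (standard error 0.58, adjusted p = 8.8e-05 from the same test) over C0 and 3.68 (standard error 0.55, adjusted p = 1.0e-03 from the same test) over C2. With each pool left out in turn, both genes stayed called over both subsets, Ccl4 with 3.32 to 5.84 over C0 and Ccl3 with 3.23 to 4.44 over C2.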

For C1, chemokines with inflammatory properties, such as *Ccl3* and *Ccl4*, were expressed at significantly higher levels in C1 than in the other subsets. 

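Xcl1 (chromosome 1, 166861775 to 166865658) had 1775 ± 230.5 CPM in C1, 549.7 ± 116 in C0 and 508 ± 95.2 in C2 (mean ± SD, n = 3 pools). On the log2 scale, C1 differed by 1.72 (standard error 0.22, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over C0 and 1.83 (standard error 0.22, adjusted p = 2.4e-04 from the same test) over C2. It was higher in C1 in all 3 pools and was called with each pool left out.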

The expression of *Xcl1*, which plays an important role in the dendritic cell-mediated cytotoxic immune response^26^, was significantly higher in C1 than in the other subsets. 

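Of 32 cytokine and chemokine genes tested, edgeR called 3 as specific to C1 (Ccl3, Ccl4 and Xcl1). It called 0 for C0, where 3 passed at an unadjusted p under 0.05 (Cd40lg, Il4 and Ltb), and DESeq2 and limma each called 1, Cd40lg. For C2, edgeR called 0, with 0 at an unadjusted p under 0.05, and DESeq2 and limma also called 0.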

Unlike C0 or C1, C2 showed no specifically expressed cytokines or chemokines. In addition, all of the NKT cell subsets had high expression of *Ccl5*, which regulates the recruitment of T cells and neutrophils and has been reported to participate in the antitumor activity of iNKT cells^27^. 

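Ccl5 (chromosome 11, 83339280 to 83344020) had 5344 ± 3315 CPM in C0, 18801 ± 2521 in C1 and 15214 ± 6239.5 in C2 (mean ± SD, n = 3 pools), at or above 99.9, 100.0 and 100.0% of the genes tested. A UMI was found in 99.0 ± 1.81% of thinned C0 cells. On the log2 scale it differed by 1.98 (standard error 0.19, adjusted p = 8.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for C1 over C0 and 1.58 (standard error 0.18, adjusted p = 2.3e-04 from the same test) for C2 over C0, so the level was lower in C0.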

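Hmgb1 (chromosome 5, 149858278 to 149865089) had 749 ± 8.47 CPM in C0, 754 ± 93.1 in C1 and 855 ± 275 in C2 (mean ± SD, n = 3 pools). Ltb (chromosome 17, 35331384 to 35333265) had 1014 ± 161, 649 ± 293 and 653 ± 293 CPM in C0, C1 and C2, and Mif (chromosome 10, 75322098 to 75322995) had 517 ± 103, 587 ± 75.3 and 876 ± 385. The lowest of these levels, that of Mif in C0, was at or above 97.4% of the genes tested. No difference of these genes between subsets was called, and the lowest adjusted p was 0.26, for Ltb in C1 over C0, at -0.77 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.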

Other immune regulators, such as *Hmgb1*, *Ltb* and *Mif*, which have not been thoroughly studied in NKT cells, were also enriched in all the NKT cell subsets. Regarding the differential expression of receptors of cytokines and chemokines (Fig. 3b), all the subsets had high expression of *Cxcr3*, which was induced following T cell activation in naïve T cells and reported to be highly expressed in iNKT cells^28,29^. 

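Cxcr3 (chromosome X, 98926874 to 98929608) had 902 ± 265 CPM in C0, 674 ± 111 in C1 and 524 ± 240.4 in C2 (mean ± SD, n = 3 pools), each at or above 97.3% of the genes tested. Its largest difference, C2 over C0, was -0.82 (standard error 0.24, adjusted p = 0.20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called.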

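Cxcr6 (chromosome 9, 123715595 to 123720872) had 1805 ± 379 CPM in C0, 1144 ± 145 in C1 and 777 ± 134 in C2 (mean ± SD, n = 3 pools). For C2 over C0, the log2 fold change was -1.20 (standard error 0.21, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and not called without the WT pool (-0.96) or the CD1d-deficient pool (-1.15). C1 over C2 was 0.55 (adjusted p = 0.31), higher in C1 in each pool, and was called by limma and with the Leiden clustering but not by edgeR or DESeq2 here.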

The chemokine receptor *Cxcr6*, a receptor known to be required for the localization of iNKT cells in the liver^30^, was expressed at significantly higher levels in C0 and C1 than in C2. The components of the IL-2 receptor, *Il2rb* and *Il2rg*, were highly expressed in all subsets. In addition, C0 had significantly higher expression of *Ccr2*, which has been reported to promote the differentiation of T cells into T-helper 17 cells (Th17)^31^. Moreover, C2 had significantly higher expression of *Il7r*, which is related to memory signatures^32^, similar to other enriched genes, such as *Sell* and *Tcf7* (Fig. 2b,i), in C2 than in other NKT cell subsets. 

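Il2rb (chromosome 15, 78310983 to 78325496) had 918 ± 249.6 CPM in C0, 792 ± 148 in C1 and 769 ± 222 in C2 (mean ± SD, n = 3 pools), and Il2rg (chromosome X, 98459717 to 98463594) had 777 ± 113, 734 ± 130.4 and 699.7 ± 255. The lowest of these, that of Il2rg in C2, was at or above 97.9% of the genes tested. No comparison of the subsets was called for either gene.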

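Ccr2 (chromosome 9, 124016689 to 124028296) had 207 ± 30.8 CPM in C0, 34.2 ± 12.3 in C1 and 80.4 ± 13.0 in C2 (mean ± SD, n = 3 pools). The log2 fold change was -2.63 (standard error 0.41, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for C1 over C0, called with each pool left out, and -1.39 (standard error 0.39, adjusted p = 0.18 from the same test) for C2 over C0, which DESeq2 and limma called and edgeR did not. C0 was highest in all 3 pools.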

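Il7r (chromosome 15, 9435916 to 9459631) had 699 ± 243 CPM in C2, 301 ± 86.2 in C0 and 95.3 ± 65.1 in C1 (mean ± SD, n = 3 pools), and was highest in C2 in each pool. The log2 fold change of C1 over C2 was -2.98 (standard error 0.40, adjusted p = 4.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C2 over C0 was 1.24 (adjusted p = 0.21), which was called by limma, by edgeR without a filter on low counts and with the Leiden clustering. Tcf7 (chromosome 11, 52065873 to 52096681) had a log2 fold change of C1 over C2 of -2.95 (adjusted p = 0.0100), lost without the CD1d-deficient pool (-2.19). C2 over C0 was 2.28 (adjusted p = 0.10), called by DESeq2, by limma and without the WT pool (3.00).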

C2 also had significantly higher expression of *Il18r1* and *Il18rap*, major components of the IL-18 receptor complex that mediate IL-18 signals^33^. Collectively, the NKT cell subsets expressed different molecules involved in multiple biological processes, which might indicate their differential tissue localization and immune regulation.

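Il18r1 (chromosome 1, 40522397 to 40557699) had 103 ± 51.9 CPM in C2, 59.3 ± 26.8 in C0 and 13.7 ± 13.5 in C1 (mean ± SD, n = 3 pools). The log2 fold change of C1 over C2 was -3.08 (standard error 0.72, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and not called without the WT pool (-2.42) or the CD1d-deficient pool (-2.39). C2 over C0 was 0.90 (adjusted p = 0.75), higher in C2 in all 3 pools and not called by any tool. Il18rap (chromosome 1, 40572207 to 40608550) had 109.6 ± 72.7 CPM in C2 and 64.9 ± 7.03 in C0. Its differences of 0.60 (adjusted p = 0.83) for C2 over C0 and -1.80 (adjusted p = 0.20) for C1 over C2 were not called, although DESeq2 and limma called the second. In the WT pool alone, C2 was lower than C0.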

**Figure 3:**
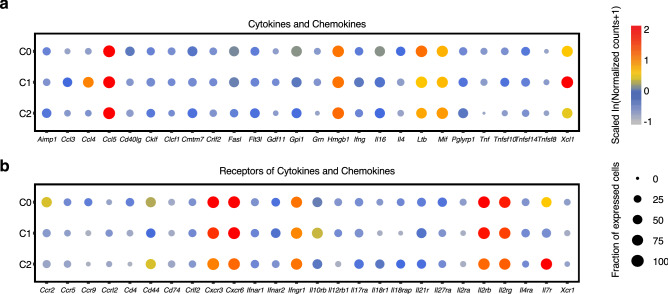
NKT cell subsets showed differential properties in immune regulation. (**a**,**b**) Expression of detectable cytokines, chemokines and their receptors (x axis) in mouse liver NKT cells subsets (y axis). Dot size represents the percentage of cells where the gene is detected. Color indicates the mean expression in a subset relative to other subsets. Gene expression in each cluster was calculated from the combination of all liver samples from WT, Jα18-deficient and CD1d-deficient mice.

### Distribution of NKT cell subsets at steady state or during liver tumor development

No previous work has reported the clustering of NKT cell subsets as described above. To better examine the distribution and function of these NKT cell subsets in vivo, we first analyzed cell membrane proteins as cell-surface markers at the mRNA level. Single-cell data analysis showed specific markers in each cluster (Figs. 2h, 4a). Among these candidate surface proteins, we chose *Ly6a* (protein name: Sca-1), *Sell* (protein name: CD62L) and *Cd8α* (protein name: CD8α) as candidate markers to separate the NKT cells into subsets that represent the subsets (C0, C1 and C2) identified in single-cell data analysis. 

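In cells thinned to 1 depth, Ly6a was found in 66.8 ± 22.1% of C0, 38.7 ± 25.0% of C1 and 41.1 ± 24.4% of C2 cells (mean ± SD, n = 3 pools). The shares with Ly6a spread widely because they were lowest in the CD1d-deficient pool, and a thinned cell without a UMI can still express the gene.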

To explore this possibility, we first analyzed the expression of Sca-1, CD8α and CD62L via FACS analysis (Fig. 4b). The FACS data showed a clear pattern with similar frequencies for the 3 subsets, with C0 corresponding to Sca-1^+^CD62L^−^ NKT cells, C1 corresponding to Sca-1^−^CD62L^−^ NKT cells and C2 corresponding to Sca-1^−^CD62L^+^ NKT cells; the other two patterns were not observed.

**Figure 4:**
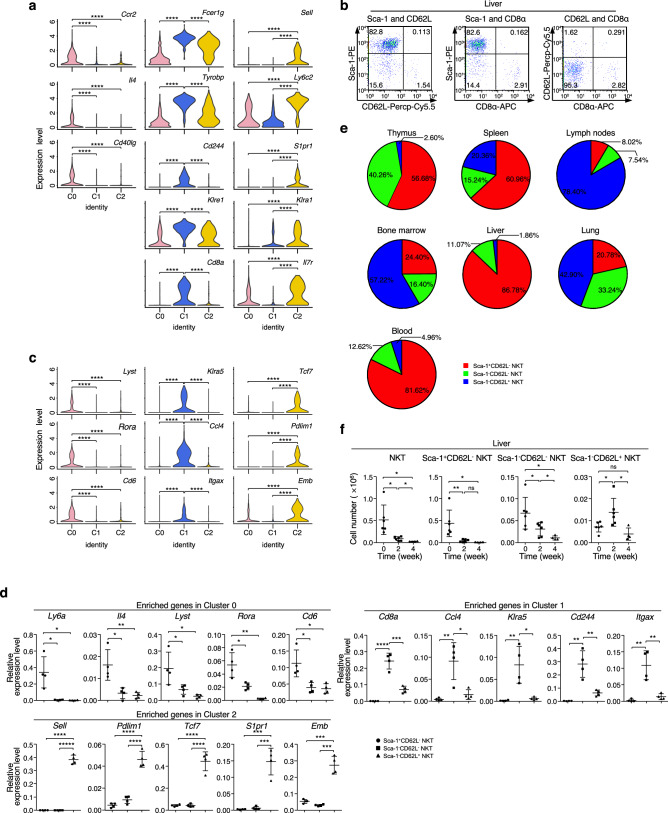
Validation of marker genes and NKT cell subsets distribution during steady or pathological state. (**a**) Violin plots showing the expression of candidate marker genes across all clusters. (**b**) Flow cytometric analysis of the expression of Sca-1, CD62L and CD8α in liver NKT cells from WT mice. (**c**) Violin plots showing the expression of significantly expressed genes across all clusters. (**d**) Quantitative RT-PCR analysis of the mRNA level of significantly expressed genes across all clusters in liver NKT cell subsets as sorted with Sca-1 and CD62L by flow cytometry from WT mice (All genes, n = 4). All the expression levels were normalized to the expression of *Gapdh*. (**e**) Pie charts showing the frequency of NKT cell subsets in NKT cells in different organs from WT mice (n = 5). (**f**) The cell number of NKT cell subsets in the liver from WT mice untreated or treated at the indicated time during liver tumor progression (Untreated, n = 6; 2 weeks, n = 6; 4 weeks, n = 4). For (**a**) and (**c**), gene expression in each cluster was calculated from the combination of all liver samples from WT, Jα18-deficient and CD1d-deficient mice, unless otherwise indicated. P-values were defined by the Student’s t-test. For (**b**) and (**d**–**f**), the data are presented as the mean ± s.d and are representative of or combined from at least three independent experiments, unless otherwise indicated. For all panels: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by Student’s *t*-test; N.S.: no significance.

To validate the marker genes, we listed the differentially expressed genes in each cluster (Fig. 4c). By cell sorting with Sca-1 and CD62L as cell-surface markers, we confirmed some identified genes (Figs. 2h, 4a,c) at the mRNA level by using real-time PCR (qPCR) analysis (Fig. 4d). We also validated some enriched genes at the protein level (Supplementary Fig. 2b). Additionally, we examined the distribution of NKT cell subsets in different organs (Fig. 4e; Supplementary Fig. 3a). We found that the majority of NKT cells in the liver and blood are CD1d-dependent NKT cells, which was consistent with the finding that iNKT cells were dominant in the liver^34^. However, the frequency of Sca-1^−^CD62L^+^ NKT cells increased in the spleen, a peripheral lymphoid organ that has been well studied in the context of iNKT cells. For organs such as the lung, bone marrow and lymph nodes, at least 40% of NKT cells were Sca-1^−^CD62L^+^ NKT cells. To determine whether the distribution of NKT cell subsets is altered in the pathologic state, we established a liver tumor model via hydrodynamic injection^35^. We found that the cell number of total NKT cells was significantly decreased during tumor progression (Fig. 4f). In detail, the cell number of Sca-1^+^CD62L^−^ NKT cells was significantly decreased in the early stage (two weeks). The cell number of Sca-1^−^CD62L^−^ NKT cells was comparable in the early stage (two weeks) and at steady state and significantly decreased in the late stage (four weeks). Intriguingly, the cell number of Sca-1^−^CD62L^+^ NKT cells was significantly increased in the early stage (two weeks) and decreased in the late stage (four weeks), which indicated that Sca-1^−^CD62L^+^ NKT cells might participate in the immune regulation of tumor progression in the early stage. Taken together, we identified two cell-surface markers as marker genes to separate the NKT cell subsets at the protein level and revealed the landscape of NKT cell distribution at steady state and during liver tumor development.

### Unique function of CD1d-independent Sca-1^−^CD62L^+^ NKT cells in vitro

Due to the specific alterations in the cell number of Sca-1^−^CD62L^+^ NKT cells during liver tumor progression, we explored the unique function of Sca-1^−^CD62L^+^ NKT cells. Our data above has demonstrated that the expression of components of the IL-18 receptor complex was significantly higher in Sca-1^−^CD62L^+^ NKT cells than in other NKT cell subsets. IL-18, an IFN-γ-inducing factor with antitumor activity in murine tumor models, has been reported to enhance the proliferation, cytotoxicity and IFN-γ secretion of both NK and T cells^36–40^. IL-12 and IL-18 are known to induce IFN-γ production in Th1 cells and NK cells^41^. We first analyzed the IL-12 receptor and IL-18 receptor in NKT cell subsets at the single-cell RNA level (Fig. 5a). 

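At 1 depth, Il12rb1 (chromosome 8, 73332348 to 73345323) had a UMI in 21.4 ± 7.54% of C0, 14.1 ± 3.88% of C1 and 9.05 ± 1.16% of C2 cells (mean ± SD, n = 3 pools), and 59.2 ± 16.6, 35.2 ± 7.81 and 11.5 ± 7.22 CPM. Its level in C0 was at or above 74.9% of the genes tested. Il12rb2 (chromosome 6, 67241312 to 67326182) had a UMI in 2.10 ± 1.06%, 1.25 ± 1.19% and 3.20 ± 1.29% of these cells and a level at or above 28.5% of the genes tested in C0. Its ratio of C2 to C0 had opposite signs in the WT and the Jα18-deficient pool, with 2 UMIs in WT C2. Without the cell with the most UMIs in each sum, both ratios were negative, at -1.95 and -0.474. No difference between subsets was called for either gene.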

The expression of *Il12rb1* and *Il12rb2* was virtually undetectable among NKT cell subsets. However, the expression of *Il18rb1* and *Il18rap* was significantly higher in C2 than in the other subsets. These results were further confirmed at the protein level by flow cytometry (Fig. 5b). Thus, we presumed that Sca-1^−^CD62L^+^ NKT cells might have a strong IFN-γ response upon stimulation with the combination of IL-12 and IL-18.

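A UMI of Il18r1 was found in 30.3 ± 7.71% of thinned C2 cells (mean ± SD, n = 3 pools), 19.6 ± 11.2% of C0 cells and 5.27 ± 1.09% of C1 cells. For Il18rap, the shares were 40.8 ± 12.5%, 23.9 ± 5.33% and 8.61 ± 4.36%. For both genes the share was higher in C2 than in C0 in each of the 3 pools, without a test.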

**Figure 5:**
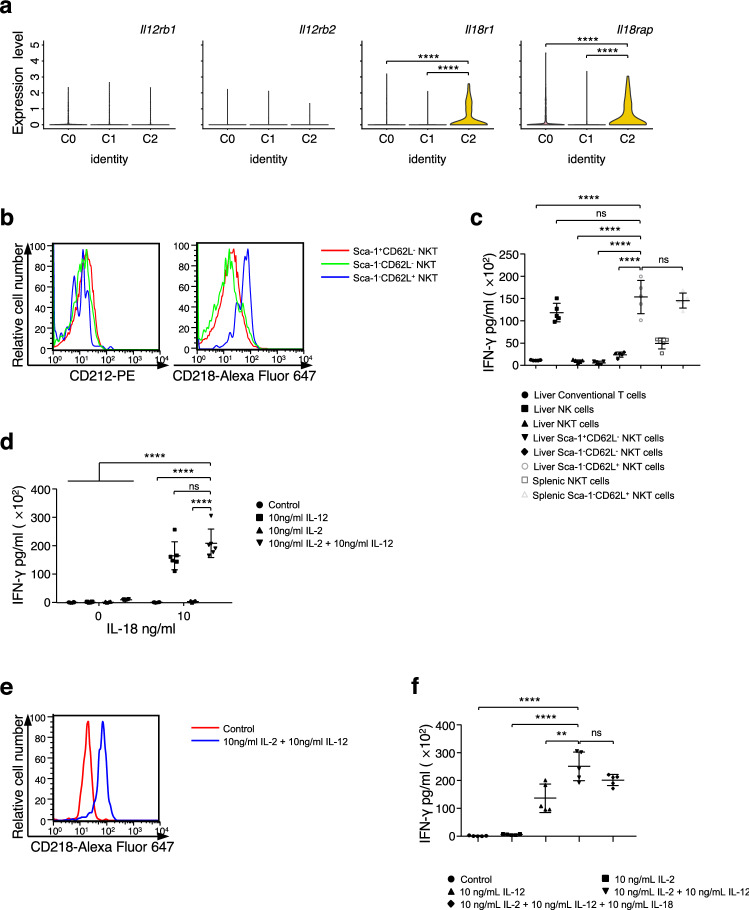
Specific IFN-γ response of CD1d-independent Sca-1^−^CD62L^+^ NKT cells in vitro. (**a**) Violin plots showing the expression of *Il12rb1*, *Il12rb2*, *Il18r1* and *Il18rap* across all clusters. (**b**) Representative histograms of the expression of CD212 and CD218 in NKT cell subsets in the liver from WT mice. (**c**) After cell sorting of distinct cell types from the liver and spleen, 3000 cells of each cell type were treated with 10 ng/mL IL-2, 10 ng/mL IL-12 and 10 ng/mL IL-18 for 48 h. ELISA was performed to measure IFN-γ titers in the supernatant of indicated cell types (n = 5). (**d**) After cell sorting of Sca-1^−^CD62L^+^ NKT cells from the spleen, 3000 cells were treated with indicated conditions for 48 h. ELISA was performed to measure IFN-γ titers in the supernatant (n = 6). (**e**) Representative histograms of the expression of CD218 in sorted Sca-1^−^CD62L^+^ NKT cells untreated or treated with 10 ng/mL IL-2 and 10 ng/mL IL-12 for 24 h. (**f**) After cell sorting of Sca-1^−^CD62L^+^ NKT cells from the spleen, 3000 cells were pretreated with indicated conditions for 24 h and then add the IL-18 to a final concentration of 10 ng/mL for another 48 h. ELISA was performed to measure IFN-γ titers in the supernatant (n = 5). For (**a**), gene expression in each cluster was calculated from the combination of all liver samples from WT, Jα18-deficient and CD1d-deficient mice, unless otherwise indicated. P-values were defined by the Student’s t-test. For (**b**–**f**), the data are presented as the mean ± s.d and are representative of or combined from at least three independent experiments, unless otherwise indicated. For all panels: **P < 0.01; ****P < 0.0001 by Student’s *t*-test; N.S.: no significance.

To determine the IFN-γ secretion ability of NKT cell subsets, we sorted conventional T cells, NK cells, total NKT cells and NKT cell subsets from the liver and total NKT cells and Sca-1^−^CD62L^+^ NKT cells from spleen and then stimulated them with IL-12/IL-18 plus IL-2 (a cytokine known to promote the proliferation of both T and NK cells). The production of IFN-γ was analyzed after stimulation for 48 h. As expected, Sca-1^−^CD62L^+^ NKT cells showed significantly higher secretion of IFN-γ than the other NKT cell subsets and T cells and slightly higher secretion of IFN-γ than NK cells (Fig. 5c). Moreover, Sca-1^−^CD62L^+^ NKT cells from the spleen showed comparable IFN-γ production to with those from the liver in vitro, which suggested that Sca-1^−^CD62L^+^ NKT cells might serve as immune regulators that travel among different organs. However, whether the transcriptome of Sca-1^−^CD62L^+^ NKT cells is altered in different organs needs to be explored in the furture. Additionally, we were able to use Sca-1^−^CD62L^+^ NKT cells from the spleen, which contained more total cells than the liver in each mouse (Supplementary Fig. 3b), for a detailed study.

To further analyze the effect of the cytokines of IL-2, IL-12 and IL-18 on the IFN-γ response of Sca-1^−^CD62L^+^ NKT cells, we first examined the need for IL-2, IL-12 and IL-18 (Fig. 5d). Stimulation with IL-12 or IL-18 alone could not induce a strong IFN-γ response in Sca-1^−^CD62L^+^ NKT cells. The cytokine IL-2 slightly enhanced the IFN-γ response of Sca-1^−^CD62L^+^ NKT cells. Previous studies have reported that the function of IL-18 is the induction of IFN-γ production^36^. Therefore, we assumed that Sca-1^−^CD62L^+^ NKT cells might take up IL-12 and IL-2 and upregulate the expression of the IL-18 receptor to amplify the IFN-γ response, which was reported in T cells^41^. As expected, treatment of Sca-1^−^CD62L^+^ NKT cells with IL-2 and IL-12 alone for 24 h upregulated the expression of IL-18R1 (Fig. 5e), and stimulation of Sca-1^−^CD62L^+^ NKT cells via pretreatment with IL-2 and IL-12 for 24 h slightly enhanced IFN-γ production (Fig. 5f). Overall, we concluded that Sca-1^−^CD62L^+^ NKT cells undergo a specific IFN-γ response after stimulation with the combination of IL-2, IL-12 and IL-18.

## Discussion

In this study, benefiting from the advantages of single-cell RNA-seq, we showed the heterogeneity of NKT cells from the mouse liver regardless of antigen specificity. We identified the well-known CD1d-dependent NKT cells (both type I and type II NKT cells) and divided the CD1d-independent NKT cells into two major subsets. Transcriptome profiling revealed distinct characteristics of each subset in different biological processes and immune regulation. In addition, the validation and usage of Sca-1 and CD62L as cell surface markers helped us to explore the distribution of NKT cell subsets in different organs and during liver tumor development. Moreover, we found a unique IFN-γ response among Sca-1^−^CD62L^+^ CD1d-independent NKT cells, while the other NKT cell subsets had no response. Overall, our work provides a comprehensive gene expression map of divergent subsets of NKT cells in the mouse liver, which will facilitate the understanding of the heterogeneity of NKT cells and the studies of CD1d-independent NKT cells.

Due to the discovery of specific antigens, such as α-GalCer and sulfatide, a large number of studies of NKT cells have focused on the development and function of CD1d-dependent NKT cells. To date, the defined CD1d-dependent NKT cells have included type I NKT cells (α-GalCer-reactivity), one subset of type II NKT cells (sulfatide-reactivity) and another subset of type II NKT cells (β-GlcCer-reactivity)^4,7,14^. And due to the lack of a specific marker to isolate all subsets of type II NKT cells, the transcriptional profile of type II NKT cells remains obscure, so does the CD1d-independent NKT cells. The combined use of Jα18-deficient mice that lack type I NKT cells and CD1d-deficient mice that lack type I and type II NKT cells has been widely used to study the biological functions of type I and type II NKT cells in vivo^2^. By comparison of data from WT, Jα18-deficient and CD1d-deficient mice (Fig. 1d), our work provided the transcriptional profile of the well-known type I and type II NKT cells and two distinct CD1d-independent NKT cell subsets, which has not been described except the type I NKT cells^42,43^. Although recent works have pointed out some limitations of these mouse models. The original Jα18-deficient mice has multiple Jα elements deleted that constricted the T cell receptor repertoire^44^. Similarly, the presence or absence of the CD1d2 in CD1d-deficient mice might alter the pool of the CD1d-independent NKT cells, which was not deleted in our CD1d-deficient mice^45^. 

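Cd1d2, the paralog of Cd1d1, lies on chromosome 3 from 86790508 to 86793455. In the deposited counts it had 0 UMIs in the WT pool, which allows a level of up to 0.0880 CPM, 25 UMIs in 1 of 725 Jα18-deficient cells and 1 UMI in 1 of 387 CD1d-deficient cells. A difference between the pools was not detectable at this depth.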

Besides, the absence of type I and type II NKT cells might impact the cytokine milieu and thus could potentially affect the transcriptional profile of the remaining CD1d-independent NKT cells. In spite of these, the combination of the single-cell RNA sequencing data in our work from WT, Jα18-deficient and CD1d-deficient mice showed similar patterns (Fig. 1d), which indicated that the transcriptional profiles of NKT cell subsets were comparable in different mouse models.

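Single genes were compared between pools within each subset, without a test. Genes had at least 100 UMIs in the pair of pools and a UMI in at least 20% of the cells of 1 pool, and log2 ratios were taken with 2 CPM added, a rule set after the pools were found to lack replicates. Between Jα18-deficient and WT cells, the largest ratio in C0 was that of Mtmr9, at 5.03 (155 against 2.81 CPM), which was also high in C1, at 4.40, and in C2, at 4.82 with 1 UMI in the WT pool (exact 95% interval without the added CPM 4.48 to 12.26). In C1, Hspa1a was at 5.77, with 2 UMIs in the WT pool (interval 5.82 to 10.72), and Lgals3 at 5.09. Between CD1d-deficient and WT cells, the largest ratios in C0 were those of Art2a-ps, at -4.70 (interval -9.60 to -4.70), Plcxd2, at -4.58, Cd8a, at 4.13, Dusp7, at -3.84, and Ncr1, at 3.71. In C2, which had 25 WT cells, the largest was that of Ccr9, with 0 UMIs in the CD1d-deficient and 183 in the WT pool. Between CD1d-deficient and Jα18-deficient cells, Lyz2 was at 4.38 in C0, 5.14 in C1 and 5.47 in C2, and Ly6a at -4.81 in C2. With 1 pool per genotype, the ratios cannot be set against the spread between mice.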

It is difficult to fully understand CD1d-dependent NKT cells due to the diversity of TCR usage among type II NKT cells^6^. Due to our sorting strategy which was mainly focused on NK1.1^+^ NKT cells, we excluded a minority of NK1.1^−^ hepatic type I NKT cells that comprised about 15% of total type I NKT cells in our system (Supplementary Fig. 3c,d). Despite of this, we were able to analyzed the transcriptomes of NK1.1^+^ type I NKT cells and type II NKT cells and found that they are similar to each other. This unexpected finding indicated that the understanding of CD1d-dependent NKT cells in the liver might not be so comprehensive, at least at the mRNA level. Many studies on NKT cell function in tumors have concluded that type I NKT cells have antitumor ability and that the roles of type II NKT cells are mostly associated with tumor suppression^1,46–50^. However, Jie Zhao et al. showed that a subset of type II NKT cells also contributed to the antitumor effect of CpG in the B16 melanoma model^14^. The functional relationship between type I and type II NKT cells is still controversial. Our single-cell RNA-seq data on type I and type II NKT cells might provide an opportunity to determine the similarities and differences between these two types of CD1d-dependent NKT cells at the transcriptional level. In addition, type II NKT cells are more widespread than type I NKT cells in humans, which differs from the predominance of type I NKT cells in mice^6,51^. Therefore, much effort needs to be made to understand CD1d-dependent NKT cells more comprehensively in the future, which requires more research on NKT cells from both mice and humans with single-cell resolution.

In contrast to the subsets of CD1d-dependent NKT cells, NKT-like cells comprised the rest of the NKT cells in a CD1d-independent manner^2^. They are now the most heterogeneous subset, with no standard classification, which makes the study of CD1d-independent NKT cells more difficult and controversial. In our study, we found that CD1d-independent NKT cells can be divided into two major subsets. The transcriptome of one subset is highly related to the cytotoxicity pathway, with abundant granules at the mRNA level and higher expression of CD8α, which was consistent with previous works on CD8^+^ NKT cells^15,16^. The transcriptome of another subset is highly related to the cell adhesion and migration, unlike noncirculating and tissue-resident iNKT cells^52,53^. Therefore, we provided insight into the CD1d-independent NKT cells with single-cell resolution and showed two completely different transcriptional profiles of CD1d-independent NKT cell subsets.

The tissue-specific functions of iNKT cells have been thoroughly reviewed recently^28^. Functionally distinct subsets of iNKT cells, such as NKT1, NKT2, NKT17 and NKT10, were localized preferentially in lymphatic and nonlymphatic tissues^28^. Our work explored the subsets of NKT cells in different organs by using validated cell surface markers and found distinct distributions of subsets of NKT cells. In particular, Sca-1^−^CD62L^+^ NKT cells showed an increased frequency in the spleen, bone marrow, lymph nodes and lung compared with the liver. However, whether the transcriptome is altered in different locations remains to be elucidated. Future work needs to map NKT cells in different organs to provide a more accurate and comprehensive landscape for the study of tissue-specific functions.

As an inducer of IFN-γ secretion, IL-18 has been reported to augment the activity of both NK and T cells and has antitumor ability during tumor development^36–40^. In our work, we found a specific alteration pattern in the number of Sca-1^−^CD62L^+^ NKT cells during liver tumor development (Fig. 4f), which might indicate its function in tumor progression. We also found significantly higher levels of the components of the IL-18 receptor complex in Sca-1^−^CD62L^+^ NKT cells than in other NKT cell subsets. After administration of IL-12, IL18 and IL-2, Sca-1^−^CD62L^+^ CD1d-independent NKT cells showed a strong IFN-γ secretion ability, unlike the other NKT cell subsets. Treatment with IL-2 and IL-12 alone could upregulate the expression of the IL-18 receptor and enhance the secretion of IFN-γ. Previous work has demonstrated that IL-12/IL-18 NKT cells from the spleen adoptively transferred into syngeneic hosts could perform a strong antitumor function to inhibit the growth of ALC and MC57X syngeneic tumors^54^. The secretion of IL-2 and IFN-γ by NKT cells is important in these antitumor effects^54^. Besides, we found a specific higher expression of TCF1, a transcription factor that has been reported to be essential for the stem-like functions of tumor-infiltrating CD8^+^ T lymphocytes^55^, in Sca-1^−^CD62L^+^ CD1d-independent NKT cells than in other NKT cell subsets. Combined with our findings, we presumed that Sca-1^−^CD62L^+^ CD1d-independent NKT cells might affect the immune tumor microenvironment through the secretion of IFN-γ. These results revealed a NKT cell subset with potential for manipulation for cancer immunotherapy.

Given the importance of NKT cells in both the innate and adaptive immune systems, our work reclassified NKT cells with single-cell resolution and provided new insight into both CD1d-dependent and CD1d-independent NKT cells.

## Methods

### Animals

The C57BL/6 mice were purchased from Lingchang Biotech (Shanghai, China) as wild type control. The Jα18-deficient mice and CD1d-deficient mice, which have been describedL^56,57^, were originally obtained from Professor L. Bai (University of Science and Technology of China). Mice aged 8–10 weeks were used for experiments. All mice were maintained under pathogen-free conditions and genotyped by PCR before experiments. All animal experiments were conducted in compliance with National Institutes of Health guidelines and were approved by the institutional animal care and use committee of the Shanghai Institutes for Biological Sciences (Chinese Academy of Sciences).

### Antibodies and reagents

The fluorescently conjugated antibodies which were used for cell-surface staining and intracellular staining are listed in the Supplementary Table 1. CD1d-PBS57 (conjugated with PE) was obtained from the tetramer facility of the US National Institutes of Health as previously described^27^. Collagenase I used for tissue digestion was purchased from Gibco. Murine IL-2 and murine IL-12 p70 were obtained from PeproTech. Recombinant Mouse IL-18 was obtained from BioLegend.

### Tissue preparation and cell isolation

Tissue preparation and cell isolation were performed as previously described^27^. Briefly, the suspension of single cell from the thymus or lymph nodes was obtained by triturating and filtering through a nylon screen. Splenocytes were prepared by squeezing and filtering through a nylon screen, followed by red blood cell lysis before a second filtration. The livers or lungs were perfused with PBS before extraction to remove the blood cell. Then, the livers were minced and filtered through a cell strainer (40 μm; BD Biosciences). The lungs were minced into ~ 2 mm segments and incubated with shaking (200 rpm) at 37 °C for 50 min in RPMI medium (Gibco) containing 10% FBS (Sunrise), 70 U ml^−1^ collagenase I (Gibco). Leukocytes were isolated from the liver or digested lungs cell suspensions by density fractionation using discontinuous 40–70% (vol/vol) Percoll (GE Healthcare) gradients, followed by red blood cell lysis before filtration. Bone marrow cells were obtained by flushing the tibias and femurs, followed by red blood cell lysis before filtration.

### FACS analysis and cell sorting

For cell surface staining, cells were distributed in 5 ml polystyrene round-bottom tubes (BD Biosciences) and stained with the indicated antibodies for 40 min at 4 °C after Fc blocking (anti-CD16/CD32, BD Biosciences), followed by staining with viability dye (Fixable Viability Stain 450 or 780, BD Biosciences) before detection. For biotin conjugated antibody, PE streptavidin (BD Biosciences) were used before staining with viability dye. Intracellular staining for transcription factor (TCF-7) was performed by using a Foxp3 staining kit (eBioscience) according to the manufacturer’s protocol as previously described^27^. Cell fluorescence was performed on a four-laser BD LSRFortessa II and the data were analyzed with FlowJo software (TreeStar, Inc., Olten, Switzerland) as previously described^27^. Cell sorting was performed with a BD FACSAria II after cell surface staining as previously described^27^. The purity of sorted cell was greater than 95%.

### Quantitative real-time PCR analysis

Quantitative real-time PCR was performed as previously described^27^. Total RNA was extracted with TRIzol (Invitrogen) and reverse-transcribed by using the SuperScript III First-Strand Synthesis System (Invitrogen). The mRNA levels of the indicated genes were normalized to GAPDH by using real-time RT-PCR (QuantStudio6 Flex; Fujifilm) with a SYBR Green QPCR Master Mix (Toyobo). Primers used for qPCR were listed in the Supplementary Table 2.

### In vitro cell stimulation and cell enrichment

For the production of IFN-γ in vitro, sorted cells were incubated with indicated cytokines in a Nunc MicroWell 96-Well, Nunclon Delta-Treated, U-Shaped-Bottom Microplate (Thermo Fisher Scientific) for the indicated times and then cell supernatants were harvested for Elisa. To enrich Sca1^−^CD62L^+^ NKT cells from the spleen for cell stimulation, cell suspensions were depleted of B220^+^ (RA3-6B2) cells before sorting using biotinylated antibodies (BioLegend, 103204) bound to Dynabeads biotin binder (Invitrogen).

### Elisa

The cytokines in cell supernatant were assessed by using a mouse IFN-γ ELISA kit (R&D Systems) according to the manufacturer’s instructions.

### Hydrodynamic tail vein injection

The hydrodynamic injection was performed as previously described^35^. Briefly, 10 μg of the plasmids encoding myr-AKT1 and N-RasV12 along with 1.8 μg sleeping beauty transposase were diluted in 2 mL saline (0.9% NaCl), filtered through a 0.22-μm filter and injected in to a lateral tail vein of 6 to 8 weeks WT mice in 5 to 7 s. Mice were sacrificed at the indicated time.

### Single-cell RNA-seq library construction

First, individual cells were manually picked, lysed and subjected to first-strand cDNA synthesis as reported^58,59^. Then, second-strand cDNA was synthesized, amplified and fragmented. RNA-seq libraries were prepared according to the instruction manual of the KAPA Hyper Prep Kit (KAPA Biosystems). Finally, the libraries were checked, pooled together and sequenced with paired-end 150-bp reads on an Illumina HiSeq X-Ten platform.

### Processing the single-cell RNA-seq data.

Raw reads were first trimmed by Cutadapt (v1.15) and clean reads for each individual cell were classified according to cell barcodes on Read#2. Then, Read#1 was aligned to the mm9 mouse transcriptome by Tophat (v2.0.12). After de-duplication based on UMIs, the transcript copy numbers of each gene were counted by HTseq (v0.10.0). Cells with more than 500 detected genes, and transcripts between 10,000 and 600,000 were retained. 

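The matrix also holds cells below these limits. Fewer than 10000 UMIs were counted in 353 of 1735 cells, 100 of the WT, 93 of the Jα18-deficient and 160 of the CD1d-deficient pool, and 5 cells had 500 or fewer genes. No cell was above the upper limit. All cells were kept, since their numbers per genotype equal the paper's. Over the 1382 cells within the limits, C1 held 8.60% of WT, 26.7% of Jα18-deficient and 63.4% of CD1d-deficient cells. Transcripts of the ERCC spike-ins are not in the matrix, so the filter on them could not be repeated.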

Then, cells with high ratio of ERCC spike-ins were further removed by the “isOutlier” function in the R package “scater”. The R package “Seurat” was adopted to perform the downstream analysis including identification of differentially expressed genes (DEGs, |ln(fold change)|> 0.25 and adjust.p < 0.05 were considered significant) and calculation of similarity scores.

### Quantification and statistical analysis

The experiments described above were performed three or more times. Data were expressed as mean ± sd. The two-tailed unpaired Student’s t-test was used to determine statistical significance unless otherwise indicated as previously described^60^. For all experiments: *P < 0.05; **P < 0.001; ***P < 0.0001, ****P < 0.0001 by Student’s *t*-test; N.S.: no significance.

## Supplementary information

Supplementary Information.

## Data Availability

The data supporting this study are available in the article and its supplemental information files or from the corresponding author upon request. Single cell RNA sequencing data that support the results of this study were deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE152962, the token is: cvarscwspjwjlcn.

# Supplementary material for: Unveiling the heterogeneity of NKT cells in the liver through single cell RNA sequencing
**Source:** Sci Rep. 2020 Nov 10;10:19453. doi: 10.1038/s41598-020-76659-1
**Supplement:** Supplementary file 1 — Supplementary Information.

# Unveiling the heterogeneity of NKT cells in the liver through single cell RNA sequencing

Hao Shen<sup>a,1</sup>, Chan Gu<sup>d,1</sup>, Tao Liang<sup>a</sup>, Haifeng Liu<sup>a</sup>, Fan Guo<sup>d,e,\*</sup> and Xiaolong Liu<sup>a,b,c\*</sup>

<sup>1</sup>These authors contributed equally to this work

## Supplementary Information

### Supplementary Fig. 1 Quality of scRNA-seq data.

Number of detected UMIs and genes in individual cells.

### Supplementary Fig. 2 Gene expression across all clusters and validation of the differential genes at protein level.

**a** Violin plots showing the expression of *Klra9* and *Klra7* across all clusters. **b**

Representative histograms of the expression of ICOS, CD5, CD127, TCF1/TCF7 and

CD244 in NKT cell subsets in the liver from WT mice by flow cytometry. C0 enriched:

*Icos* (ICOS) and *Cd5* (CD5); C1 enriched: *Cd244* (CD244); C2 enriched: *Il7r* (CD127)

and *Tcf7* (TCF1/TCF7). Sca-1<sup>+</sup>CD62L<sup>-</sup> NKT cells represent C0, Sca-1<sup>-</sup>CD62L<sup>-</sup> NKT

cells represent C1 and Sca-1<sup>-</sup>CD62L<sup>+</sup> NKT cells represent C2.

For **a**, gene expression in each cluster was calculated from the combination of all liver

samples from WT,  $\alpha$ 18-deficient and CD1d-deficient mice, unless otherwise indicated.

For **b**, the data are representative of or combined from at least three independent

experiments, unless otherwise indicated.

### Supplementary Fig. 3 Organ distribution of NKT cell subsets.

**a** Flow cytometry analysis of NK1.1 and CD3e expression in the thymus, spleen, lymph nodes, bone marrow, liver, lung and blood; Flow cytometry analysis of Sca-1 and CD62L expression in (NK1.1<sup>+</sup>CD3e<sup>+</sup>) NKT cells in the thymus, spleen, lymph nodes, bone marrow, liver, lung and blood; **b** The total number of Sca-1<sup>+</sup>CD62L<sup>-</sup>, Sca-1<sup>-</sup>CD62L<sup>-</sup> and Sca-1<sup>-</sup>CD62L<sup>+</sup> NKT cells in the liver and spleen was quantified in WT mice. (n=5); **c** Flow cytometry analysis of CD3e<sup>int</sup>CD1d-PBS57<sup>+</sup> cells in the liver; Flow cytometry analysis of NK1.1 and CD3e expression of the CD3e<sup>int</sup>CD1d-PBS57<sup>+</sup> cells; **d** The frequency of NK1.1<sup>-</sup> CD3e<sup>int</sup>CD1d-PBS57<sup>+</sup> cells in CD3e<sup>int</sup>CD1d-PBS57<sup>+</sup> cells. (n=6).

The data are presented as the mean  $\pm$  s.d. For all panels: \*\* $P < 0.01$ ; \*\*\*\* $P < 0.0001$  by Student's t-test; N.S.: no significance. All data are representative of or combined from at least three independent experiments, unless otherwise indicated.

**Supplementary Table 1. Primers used for qPCR.**

**Supplementary Table 2. Antibodies used for FACS analysis.**

Supplementary Fig. 1

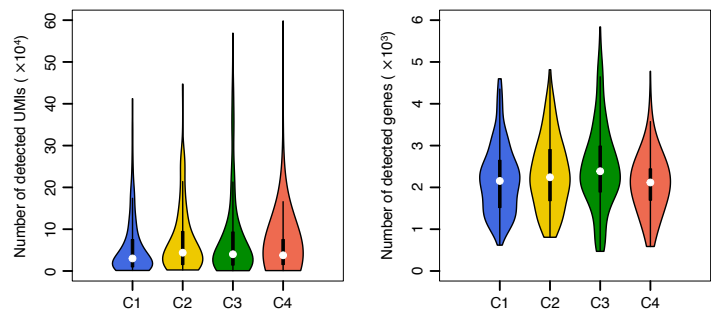

Supplementary Fig. 2

**a**

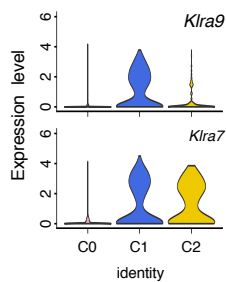

**b**

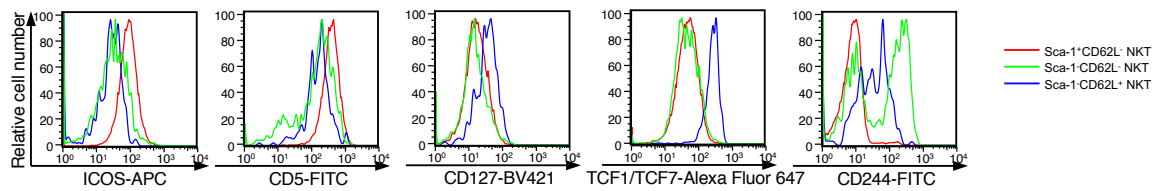

Supplementary Fig. 3

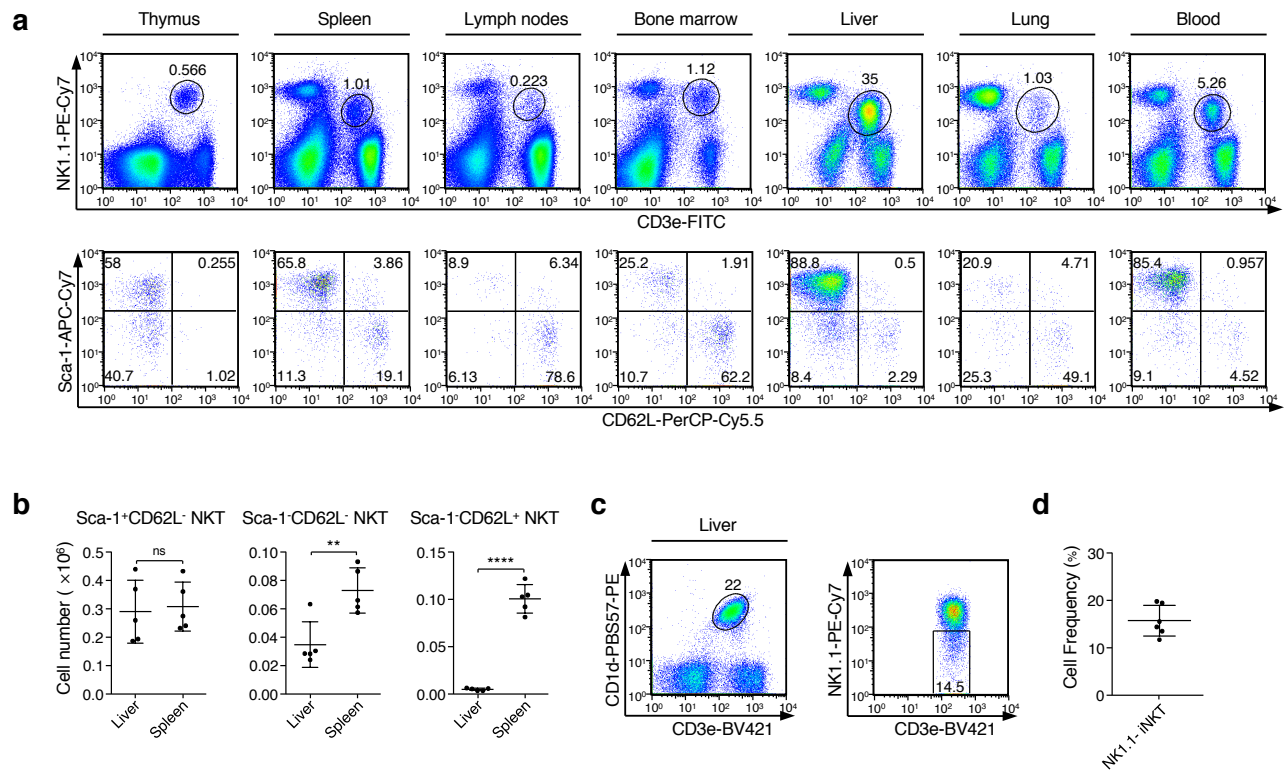

Supplementary Table 1

| Primer name            | Sequence                        | Application |
|------------------------|---------------------------------|-------------|
| <i>Ly6a</i> -forward   | 5' -AGGAGGCAGCAGTTATTGTGG-3'    | qPCR        |
| <i>Ly6a</i> -reverse   | 5' -CGTTGACCTTAGTACCCAGGA-3'    | qPCR        |
| <i>Il4</i> -forward    | 5' -GGTCTCAACCCCCAGCTAGT-3'     | qPCR        |
| <i>Il4</i> -reverse    | 5' -GCCGATGATCTCTCTCAAGTGAT-3'  | qPCR        |
| <i>Lyst</i> -forward   | 5' -AGCAGAAGGTGATAGACCAGAA-3'   | qPCR        |
| <i>Lyst</i> -reverse   | 5' -CCCACACTTGGATCATCAATGC-3'   | qPCR        |
| <i>Rora</i> -forward   | 5' -GTGGAGACAAATCGTCAGGAAT-3'   | qPCR        |
| <i>Rora</i> -reverse   | 5' -TGGTCCGATCAATCAAACAGTTC-3'  | qPCR        |
| <i>Cd6</i> -forward    | 5' -GGAGGGCTACTGCAATGATCC-3'    | qPCR        |
| <i>Cd6</i> -reverse    | 5' -GTGAGGGGACTCTTCTCAGAAT-3'   | qPCR        |
| <i>Sell</i> -forward   | 5' -TGACGCCTGTCACAAACGA-3'      | qPCR        |
| <i>Sell</i> -reverse   | 5' -GGCTGGCAAGAGGCTGTGT-3'      | qPCR        |
| <i>Pdlim1</i> -forward | 5' -TCGATGGGGAAGATACCAGCA-3'    | qPCR        |
| <i>Pdlim1</i> -reverse | 5' -TCTGTTCAGACCTGGATACTGTG-3'  | qPCR        |
| <i>Tcf7</i> -forward   | 5' -AGCTTTCTCCACTCTACGAACA-3'   | qPCR        |
| <i>Tcf7</i> -reverse   | 5' -AATCCAGAGAGATCGGGGGTC-3'    | qPCR        |
| <i>Slpr1</i> -forward  | 5' -ATGGTGTCCACTAGCATCCC-3'     | qPCR        |
| <i>Slpr1</i> -reverse  | 5' -CGATGTTCAACTTGCCCTGTGTAG-3' | qPCR        |
| <i>Emb</i> -forward    | 5' -TGAGGGCGATCCACAGAT-3'       | qPCR        |
| <i>Emb</i> -reverse    | 5' -CCGTCACTGAGATATTACAGCTC-3'  | qPCR        |
| <i>Cd8a</i> -forward   | 5' -CCGTTGACCCGCTTTCTGT-3'      | qPCR        |
| <i>Cd8a</i> -reverse   | 5' -CGGCGTCCATTTTCTTTGGAA-3'    | qPCR        |
| <i>Ccl4</i> -forward   | 5' -TTCCTGCTGTTTCTCTTACACCT-3'  | qPCR        |
| <i>Ccl4</i> -reverse   | 5' -CTGTCTGCCTCTTTTGGTCAG-3'    | qPCR        |
| <i>Klra5</i> -forward  | 5' -CCAGAGGTCACCTTACTCAACT-3'   | qPCR        |
| <i>Klra5</i> -reverse  | 5' -ATTCCAAGCGATCTCACAGT-3'     | qPCR        |
| <i>Cd244</i> -forward  | 5' -GAATATGTCAAGGACTCACGAGC-3'  | qPCR        |
| <i>Cd244</i> -reverse  | 5' -GTCCAATTCTCTTTGTCCCCTC-3'   | qPCR        |
| <i>Itgax</i> -forward  | 5' -CTGGATAGCCTTTCTTCTGCTG-3'   | qPCR        |
| <i>Itgax</i> -reverse  | 5' -GCACACTGTGTCCGAACTCA-3'     | qPCR        |
| <i>Gapdh</i> -forward  | 5' -ACTCCACTCACGGCAAATTCA-3'    | qPCR        |
| <i>Gapdh</i> -reverse  | 5' -GCCTCACCCCATTTGATGTT-3'     | qPCR        |

Supplementary Table 2

| Antibodies                                                                                  | Source                    | Identifier      |
|---------------------------------------------------------------------------------------------|---------------------------|-----------------|
| Armenian Hamster monoclonal anti-CD3e FITC conjugated (clone: 145-2C11)                     | BD Biosciences            | Cat# 553062     |
| Rat monoclonal anti-CD62L PerCP/Cy5.5 conjugated (clone: MEL-14)                            | BioLegend                 | Cat# 104432     |
| Mouse monoclonal anti-NK-1.1 PE/Cy7 conjugated (clone: PK136)                               | BioLegend                 | Cat# 108714     |
| Rat monoclonal anti-Ly-6A/E (Sca-1) APC/Cy7 conjugated (clone: D7)                          | BioLegend                 | Cat# 108126     |
| Rat monoclonal anti-CD45R/B220 Biotin conjugated (RA3-6B2)                                  | BioLegend                 | Cat# 103204     |
| Armenian Hamster monoclonal anti-CD278 (ICOS) APC conjugated (clone: C398.4A)               | BioLegend                 | Cat# 313509     |
| Rat monoclonal anti-CD218a (IL-18R $\alpha$ ) Alexa Flour 647 conjugated (clone: BG/IL18RA) | BioLegend                 | Cat# 132903     |
| Rat monoclonal anti-CD127 (IL-7R $\alpha$ ) BV421 conjugated (clone: A7R34)                 | BioLegend                 | Cat# 135023     |
| Rat monoclonal anti-CD5 FITC conjugated (clone: 53-7.3)                                     | BioLegend                 | Cat# 100605     |
| Mouse monoclonal anti-CD244.2 (2B4 B6 Alloantigen) FITC conjugated (clone: m2B4(B6)458.1)   | BioLegend                 | Cat# 133503     |
| Rabbit monoclonal anti-TCF1/TCF7 Alexa Flour 647 conjugated (clone: C63D9)                  | Cell Signaling Technology | Cat# 6709S      |
| Rat monoclonal anti-Ly-6A/E PE conjugated (clone: D7)                                       | BD Biosciences            | Cat# 553108     |
| Mouse monoclonal anti-CD212 Biotin conjugated (114)                                         | BD Biosciences            | Cat# 551973     |
| Armenian Hamster monoclonal anti-CD3e BV421 conjugated (clone: 145-2C11)                    | BD Biosciences            | Cat# 562600     |
| Rat monoclonal anti-CD8a APC conjugated (clone: 53-6.7)                                     | Thermo Fisher Scientific  | Cat# 17-0081-83 |
| Rat monoclonal anti CD16/CD32 (Mouse BD Fc Block) unconjugated (clone: 2.4G2)               | BD Biosciences            | Cat# 553142     |

How the deposited data were processed for this re-analysis (not part of the article)

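Single NK1.1+CD3e+ cells sorted from mouse liver were sequenced for the WT, the Jα18-deficient and the CD1d-deficient genotype. The cells of a genotype form 1 pool here. Tests had been laid out by library, and pools replaced libraries once the cell names were found to carry none. The methods give neither the sex nor the number of the mice. Each genotype has 8 libraries in the labels, but the matrix does not say which library or mouse a cell came from, and none was assigned.

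The deposited matrix holds counts of UMIs per gene and cell. According to the authors' methods, they were made by trimming reads with Cutadapt v1.15, aligning them to the mm9 mouse transcriptome with Tophat v2.0.12, removing duplicates by UMI and counting the transcripts of each gene with HTSeq v0.10.0. The values were checked to be whole numbers that are not normalized. The methods describe filters on genes, transcripts and spike-ins, but cells below the stated depth are in the matrix, as reported with the filters. The annotation of NCBIM37 was used for positions only. It may differ from the authors' annotation, and names were matched to it directly or through synonyms.

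Depth per pool was 34102694 UMIs in 623 WT cells, 60484252 in 725 Jα18-deficient cells and 14536585 in 387 CD1d-deficient cells. Shares of cells were given exact Clopper-Pearson 95% intervals and sums of UMIs exact Poisson 95% intervals, and a count of 0 was given the limit of 3 UMIs or cells. These intervals cover counting error and not the spread between mice or libraries.

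Clustering used Seurat 5.3.0 in R 4.3.3, with counts scaled to 10000 per cell, 2000 variable genes, 20 principal components, 20 neighbours and the Louvain method. The resolution was raised in steps of 0.1 until clusters of each marker list were named, which gave 0.5. The genes named in the paper, the marker genes and sex-linked genes were kept out of the features. The first run kept out the tested genes named in the paper, but not the other markers. It was replaced by the run reported here, which also keeps the markers out, after its clusters were seen, and it is among the alternatives. C0 was clustered again with the same settings into parts of at least 20 cells, a rule chosen after the first clusters were seen. The depth of each cell was not a term in the clustering.

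Subsets were compared on counts summed per pool and subset, with at least 3 cells per sum. They were tested with the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, filterByExpr, terms for subset and pool, and the Benjamini-Hochberg adjustment over the 10121 genes tested. The n of 3 pools has pools of different genotypes as replicates, so a difference between subsets had to hold across genotypes. A gene was called at an adjusted p under 0.05 and an absolute ln fold change above 0.25, and was specific to a subset when it was higher than in both others. On simulated counts with 200 changed genes among 9951, edgeR recovered 26% of genes changed 4-fold, DESeq2 36% and limma 19%, each with 0 unchanged genes called.

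Genes were named when the paper names them. Between pools, the 5 genes with the largest absolute log2 ratio were named, among genes with at least 100 UMIs in the pair and a UMI in at least 20% of the cells of a pool. That size rule was set after the pools were found to have no replicates. No test or p was computed between genotypes. Similarity was Pearson's r across genes of log2 CPM with a prior count of 2. For shares of cells with a UMI, cells were thinned at random to 10000 UMIs, which left out 353 cells.

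The alternatives were DESeq2 1.42.0 with its size factors, limma 3.58.1 on the mean of ln counts, other filters on low counts, no pool term, and only genes that were not features. For the clustering they were 10 or 30 components, 1000 variable genes, the named genes as features, Leiden clustering in scanpy 1.11.5 with leidenalg 0.10.2, and thinned cells. Leaving out each pool, leaving genes that differ between pools out of the features, the markers as features, thinned sums, equal numbers of cells and shares over the cells within the stated filter were added after the data were seen. Tables were made in Python 3.11.15 with scipy 1.17.1 and figures with matplotlib 3.10.9.

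Lists of myeloid, hepatocyte, B cell, interferon-stimulated and cell cycle genes were written before they were used. No gene is in more than 1 of these lists, and the paper does not name their genes. The results of cell sorting, quantitative PCR, cytokine and tumour experiments were left out because the matrix does not hold them, as were T cell receptor genes and spike-ins. A gene that the paper names is not reported here.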

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

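In this part, the tests of the depth and number of genes of the interferon cluster, of the depth of the larger unnamed cluster, of the depth behind Mki67, of the cell cycle genes among the features and of the noise of UMIs and of few cells behind ratios of opposite sign were chosen only after the result was seen.

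A cluster of 17 cells that the paper does not report was led by Cxcl10, at 6.81 on the log2 scale over the other cells. Of 24 detected genes of a list of 25 interferon-stimulated genes, 24 were more than 2 times the level of the other cells, with a median ratio of 14.6. The tables argue against low depth, since these cells had 0.892 times the UMIs of the other cells of their pools (median). They argue against 2 cells taken together, since they had 1.03 times the detected genes, and against RNA of myeloid cells, whose 12 detected list genes had a median ratio of 0.838. The ratios of the hepatocyte and cell cycle lists were 0.552 and 0.430. It held 9 WT, 8 Jα18-deficient and 0 CD1d-deficient cells. Cells that respond to interferon may form this cluster, which is a hypothesis from the same data, and an effect of the genotype on their number was not tested.

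Another cluster of 72 cells was not named by any marker list and is not in the paper. It held 27 WT, 22 Jα18-deficient and 23 CD1d-deficient cells. Of the WT and Jα18-deficient cells, 75.5% had under 10000 UMIs (92.6% and 54.5% by pool), with medians of 1378 and 6882 UMIs. Low depth may therefore have grouped these. It is argued against for the CD1d-deficient cells, whose median, 12226 UMIs, was 0.839 times that of the other cells of the pool (95% interval 0.503 to 1.67). Of them, 39.1% had under 10000 UMIs, against 41.5% of the others. These CD1d-deficient cells had a median of 968 detected genes, against 1656 in the whole pool. The C0 cells of that pool had medians of 12091 UMIs and 1436 genes. What grouped the CD1d-deficient cells of this cluster stays open, and no biological explanation was tested.

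Xist, the X-inactivation transcript of female cells, had a UMI in 39 cells of the CD1d-deficient pool, against 6 WT and 8 Jα18-deficient cells. The paper does not discuss sex-linked genes. Of the CD1d-deficient cells with Xist, 12.8% had a UMI of a Y-linked gene, against 44.5% of the 348 cells without, a ratio of 0.288. Free RNA would leave the Y-linked genes as frequent, so this argues against it, although the cells with Xist were deeper, with a median of 72709 against 12156 UMIs. Cells of female mice in a pool that also holds male cells may be the source, since they need few Y-linked UMIs, which is what the test showed. The share of female cells stays open, since shallow cells can miss Xist. Y-linked genes were lower in this pool than in the WT pool, with Ddx3y at 26.6 against 80.1 CPM and Eif2s3y at 57.0 against 99.7. Of the 39 cells with Xist, 29 were in C1, 4 in C0 and 3 in C2. Sex was not stated, and whether it adds to a difference between the pools was not tested.

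Lyz2, a gene the paper does not discuss, had 588 CPM in the CD1d-deficient pool, 77.3 in the WT and 14.7 in the Jα18-deficient pool. RNA of hepatocytes is argued against, since the 14 testable genes of its list had a median log2 ratio to the WT pool of -0.60. RNA of myeloid cells may be the source. Without Lyz2, 10 of 11 testable genes of the myeloid list of 20 were higher than in the WT pool, with a median log2 ratio of 0.68. This lies between the value over 1 set for that source and the value of 0 set against it, and the most abundant of them, Cd68 and Csf1r, reached 13.3 and 9.15 CPM. The ratios were taken with 2 CPM added, which shrinks those of genes with low CPM. Adgre1, with 0.323 CPM in the WT and 1.72 in the CD1d-deficient pool, was at 0.68. A value over 1 was therefore hard to reach for most of the list, and the test cannot decide. Such RNA and an effect of the genotype cannot be told apart, because the genotype is 1 pool and few UMIs of the list were counted. Outside the lists, Lyz1, Cd74, H2-Aa, H2-Ab1 and H2-Eb1 were also higher than in the WT pool within each subset. For H2-Eb1 the log2 ratio was 2.64 in C0, 3.68 in C1 and 3.32 in C2. Other genes, such as Bst2 and Ly6a, were lower in each. These genes were picked after their values were seen and do not decide the source. The B cell list had 2 testable genes of 10, with a median of 0.50, too few to decide, and a ratio of 0.525 over 3 genes in the interferon cluster.

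Mki67, a gene of dividing cells that the paper does not discuss, had a UMI in 9.20% of C2 cells thinned to 1 depth, against 1.22% of C0 and 1.68% of C1 cells, with the genotypes pooled. By pool it was 13.0% of WT, 9.01% of Jα18-deficient and 6.90% of CD1d-deficient C2 cells, each above C0 and C1 of the same pool, where the highest share was 2.37%. Top2a, also of dividing cells, had a UMI in 13.0% of WT and 3.45% of CD1d-deficient C2 cells. The shares of both genes in C2 rest on 23 thinned WT and 29 thinned CD1d-deficient cells. A few cells therefore set these shares, and whether Top2a varied more than Mki67 cannot be told. As depth is equal in these cells, it is argued against as the cause. So is a difference in a few genes only, since 15 of 19 tested cell cycle genes were higher in C2 than in C0 and C1. Between C1 and C2, edgeR called 2 of them, Cdk1 and Rrm2, named after their values were seen, with 10 at an unadjusted p under 0.05, DESeq2 called 9 and limma 0. Between C2 and C0, edgeR called 0, with 10 unadjusted, DESeq2 7 and limma 0. That cycling cells were grouped into C2 by these genes may explain it and stays open, because 7 of the 19 were clustering features, and 8 of the 12 others were also higher in C2. Cycling of C2 cells itself was not tested apart from the clustering.

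Of 132 ratios of named genes between subsets, 6 had opposite signs in 2 pools, each beyond 1 on the log2 scale. C2 over C0 was -1.50 for Ccl4 in the CD1d-deficient and 1.24 in the WT pool, and -1.65 for Il12rb2 in the WT and 1.60 in the Jα18-deficient pool. C1 over C2 was -3.01 for Il4 in the WT and 1.63 in the CD1d-deficient pool, and -1.19 for Itga4 in the CD1d-deficient and 1.78 in the WT pool. It was -1.88 for Ly6a and -1.69 for Tmem176b in the Jα18-deficient pool, and 1.82 and 1.81 in the CD1d-deficient pool. These differences were not tested, as each genotype is 1 pool. Without the cell with the most UMIs in each sum, 2 of the 6, those of Ccl4 and Il12rb2, no longer had opposite signs. This argues against 1 cell that carries most of the sum as the explanation of the other ratios, and such a cell may explain these. Counting noise of the UMIs is argued against for 4 of 4 ratios with at least 20 UMIs in every sum, whose exact intervals in both pools, adjusted for 396 intervals, lay beyond 0. Of the 2 others this held for 1, that of Il4, and it stays open for Il12rb2. With cells drawn again at random, 0 of the 6 had 95% intervals beyond 0 in both pools. An effect of the genotype and the choice of few cells therefore cannot be told apart for any of them.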

How the results depend on the processing

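The tools, the filters on low counts, the pool term, the thinning and the clustering alternatives were chosen before the data were examined. Leaving out each pool, leaving genes that differ between pools out of the features, allowing the markers as features, limma for C3 and C4, thinned sums and Spearman's correlation between pools, equal numbers of cells, and shares over the cells within the stated filter were chosen only after the data were seen, as were the splits of C0, C1, C2 and of C3 and C4.

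Of 81 shares under alternatives, 44 stayed within the counting interval of the reported share, and 37 did not. With 1000 variable genes the shares were C0 74.3% of WT cells and 40.6% of Jα18-deficient cells, C1 11.2% of WT cells and 44.8% of Jα18-deficient cells, C2 0.321% of WT cells, 5.93% of Jα18-deficient cells and 0.258% of CD1d-deficient cells. With 30 components they were C1 40% of Jα18-deficient cells and 71.3% of CD1d-deficient cells, C2 1.12% of WT cells, 6.21% of Jα18-deficient cells and 0.258% of CD1d-deficient cells, and with 10 components C2 15.2% of CD1d-deficient cells. With the named genes as features they were C0 87.5% of WT cells and 55.7% of Jα18-deficient cells, C1 21.0% of Jα18-deficient cells, C2 23.3% of Jα18-deficient cells. Leiden clustering gave C0 87.3% of WT cells and 57.4% of Jα18-deficient cells, C1 32.6% of Jα18-deficient cells and 70.0% of CD1d-deficient cells, C2 10.1% of Jα18-deficient cells. Without the 4450 genes that differ between pools they were C0 86.2% of WT cells, 63.2% of Jα18-deficient cells and 31.3% of CD1d-deficient cells, C1 11.2% of WT cells and 32.6% of Jα18-deficient cells, C2 2.57% of WT cells, 4.28% of Jα18-deficient cells and 3.88% of CD1d-deficient cells. Thinned cells gave C0 87.6% of WT cells, C1 43.5% of Jα18-deficient cells and 79.3% of CD1d-deficient cells, C2 0.765% of WT cells, 0.791% of Jα18-deficient cells and 0.441% of CD1d-deficient cells, and the stated filter C0 85.5% of WT cells. The pools with the lowest and highest share of C0 and C1 were the same under all 8 alternative clusterings, and those of C2 under 4. The cause of the moves was not tested. Without the 3 markers of C3 that were higher in the Jα18-deficient pool, a version chosen after seeing the values, C3 and C4 kept their names and so their shares.

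Counts of specific genes of C0, C1 and C2 were 2, 29 and 10. DESeq2 gave 17, 57 and 73, sharing 2, 27 and 10 genes with them, and limma 20, 46 and 23, sharing 1, 26 and 6. Without a filter on low counts edgeR gave 12, 40 and 37, with at least 10 counts in every sum 4, 23 and 5, and among genes that were not features 3, 25 and 3. With no pool term (no replicate block) it gave 0, 13 and 9, with 64 for C0 at an unadjusted p under 0.05. With 10 components it gave 2, 32 and 9, with 1000 variable genes 4, 10 and 129, with the named genes as features 5, 34 and 10 and with Leiden clustering 1, 10 and 47. With 30 components edgeR gave 0, 0 and 0, with 50, 113 and 274 at an unadjusted p under 0.05. Thinned cells gave 0, 0 and 36, with 38 and 84 unadjusted for C0 and C1. Without the genes that differ between pools it gave 0, 3 and 5, with 27 unadjusted for C0, and with the markers as features 0, 26 and 8, with 80 unadjusted for C0. At least 5 or 10 cells per sum removed no sum and tests nothing. With 1000 variable genes, 30 components or thinned cells, C2 had sums of fewer than 3 cells, which were left out. The cause of the other changes was not tested.

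Counts of 5 or fewer genes, named after their values were seen, were made up as follows. For C0 they were Maf and Rcbtb2 as reported, Ly6a, Ly6e, Rcbtb2 and Socs2 with at least 10 counts in every sum, Maf, Mmp9 and Rcbtb2 among genes that were not features, Ly6a without the Jα18-deficient pool and with Leiden clustering, Ly6a and Rcbtb2 with 10 components, Rpl17, Rpl37a, Rps18 and Serpina3f with 1000 variable genes and Cxcr6, Ly6a, Mmp9, Rcbtb2 and Socs2 with the named genes as features. For C2 they were Atp1b3, Gm11346, H2afz, Ly6c2 and Ms4a4c with at least 10 counts in every sum, Ly6c2 and S1pr1 among others among genes that were not features, Dapl1, H2afz, Ly6c2 and Tcf7 among others without the WT pool, H2afz and Pclaf among others without the CD1d-deficient pool and Cxcl10, Ly6c2, Mndal, Ms4a4b and Rpl35 without the genes that differ between pools, where those of C1 were Cd7, Gzma and Tyrobp.

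Leaving out each pool in turn gave 0 to 1 genes for C0, 8 to 23 for C1 and 3 to 14 for C2. Without the WT pool edgeR gave 0, 8 and 5, without the Jα18-deficient pool 1, 23 and 14 and without the CD1d-deficient pool 0, 12 and 3, with 72 and 60 unadjusted for C0 without the WT and the CD1d-deficient pool. A fit without a pool has fewer samples and fewer residual degrees of freedom. Each choice of 1 sum per pool in place of a subset made 27 splits. As many genes came from 1 split for C1, 2 for C2 and 3 for C0, the real one included, and every mixed split gave 0 genes by edgeR. The clusters were formed from the same counts, which favours the real split, so chance cannot be excluded by these splits.

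Between C3 and C4, DESeq2 called 15 genes where edgeR called 0, with 179 at an unadjusted p under 0.05, and leaving out each pool gave 0 to 5, with 1 without the WT, 0 without the Jα18-deficient (177 unadjusted) and 5 without the CD1d-deficient pool. With no pool term edgeR called 0, with 395 unadjusted, limma 0, with 344 unadjusted, and among genes that were not features edgeR called 0, with 123 unadjusted. As the real split had 0 genes, all 4 of 4 splits had as many by construction, and they decide nothing. For the pairs of C0, C1 and C2, DESeq2 called 194 genes between C1 and C0, 276 between C2 and C0 and 428 between C1 and C2, and limma 89 between C2 and C0. In each pair, 1 of 4 splits gave as many genes, too few splits to exclude chance.

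The mean difference of the similarity of C3 and C4 from the other pairs was 0.0318. It was 0.120 in the WT pool alone and stayed within 1 SD under Spearman's correlation (0.0261), among genes that were not features (0.0276), with thinned sums (0.0205), with equal numbers of cells (0.0199) and in the Jα18-deficient pool alone (0.0265). In the CD1d-deficient pool alone it was -0.0509, also within 1 SD but of the opposite sign. The correlation of a subset between pools rose with the measure. Without a filter on low counts it was 0.916 for C0, 0.902 for C1 and 0.847 for C2, and with mean ln counts 0.984, 0.982 and 0.966. Thinned sums gave 0.861 for C1 and 0.791 for C2, and Spearman's correlation 0.851 for C1. The cause was not tested.

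Of 62 comparisons of named genes, 40 were called. DESeq2 kept the direction and the call of 53, lost 2 calls and gained 6, limma kept 49 and gained 12, and the model with no pool term (no replicate block) kept 54, lost 7 and gained 1. DESeq2 lost Cd8a in C1 over C2 and Gzma in C1 over C0. Signs reversed for Klrc1 in the CD1d-deficient pool alone, in C1 over C0 (-0.17) and in C1 over C2 (-0.41), and for Klra1 in C1 over C2 by limma (-0.27) and in the CD1d-deficient pool alone (-0.91). They reversed for Itga4 in C1 over C2 in the WT pool alone (1.71), and for Il18rap in C2 over C0 in the WT pool alone (-0.52). For Cd28 in C2 over C0 they reversed by DESeq2 (0.016), in the WT pool alone (0.016) and in the Jα18-deficient pool alone (0.14). None of these comparisons was called by edgeR on all pools. Leaving out each pool gave -0.014 to 0.43 for Klrc1, reversed without the Jα18-deficient pool, -0.35 to 0.55 for Klra1, reversed without the WT pool, and -0.97 to 0.63 for Itga4, reversed without the Jα18-deficient (0.010) and the CD1d-deficient pool. It gave -0.12 to 1.20 for Il18rap and -0.074 to 0.070 for Cd28, both reversed without the CD1d-deficient pool.

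Calls lost without the WT pool were Cd244 (2.33), Klra9 (1.06), Klre1 (1.14), Cd8a (1.87) and Il18r1 (-2.42) in C1 over C2, Klra1 (1.52), Lat (-1.05) and Il4 (-3.31) in C1 over C0, and Cxcr6 (-0.96) in C2 over C0, and Tcf7 in C2 over C0 was gained (3.00). Without the Jα18-deficient pool, Klf2 in C1 over C2 (-3.09) and Cd40lg (-2.79) and Lat (-1.06) in C1 over C0 were lost, and Ncr1 (4.27) and Gzma (3.66) in C1 over C2 and Ly6a in C2 over C0 (-3.21) were gained. Without the CD1d-deficient pool, Cd244 (2.62), Klra9 (2.85), Klf2 (-2.69), Tcf7 (-2.19) and Il18r1 (-2.39) in C1 over C2, Itga4 (2.28) and Cxcr6 (-1.15) in C2 over C0, and Lat (-0.84) and Il4 (-2.93) in C1 over C0 were lost.

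Depth limits detection. Over the named genes, the median share of cells with a UMI was 39.1% in C0, 32.3% in C1 and 37.7% in C2 at 1 depth, and 48.1%, 45.5% and 56.3% in the cells as deposited. Of the CD1d-deficient C0 cells, 40 of 77 were deep enough to be thinned. Sums of few cells limit the tests, with 1769130 UMIs in WT C2 against 28844918 in WT C0.

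Some alternatives were not run because cells carry no library: the mean share over libraries, permutations of libraries, a block by library number, leaving out each of the 24 libraries, and the fits between genotypes within C0, C1 and C2 with their tools, filters and cell numbers. The features called between genotypes by adjusted p and the tests of C3 and C4 within the WT or the Jα18-deficient pool were not run either, as 1 pool has no replicate.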

Differences from the paper's values

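The tests of the paper took cells as replicates, and these took pools. A value was taken to differ when 1 of the 2 values was more than 1.5 times the other and, for a share, the paper's lay outside the counting interval. Leaving out pools or genes that differ between pools, equal numbers of cells, the stated filter and the markers as features were chosen after the data were seen.

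C3 made up 4.39% of the CD1d-deficient cells, against the paper's 7.3%. By the CD1d-deficient cells alone, these 17 cells had a mean marker z-score below 0 for C3, at -0.0654, and would not be named C3. Over the cells within the stated filter, a version chosen after seeing the values, it was 3.52%, which also differs. The alternatives set before the data were examined do not divide C0 and give no value for C3. Other shares were within that fold but had the paper's value outside their counting interval. For Jα18-deficient cells they were C1 (26.2%, the paper's 20.4%), C2 (17.9%, the paper's 13.5%), C3 (36.7%, the paper's 48.2%) and C4 (14.6%, the paper's 17.9%). They were also C2 of CD1d-deficient (10.9%, the paper's 14.7%) and C4 of WT cells (71.1%, the paper's 77.5%).

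For C1, 29 specific genes were called by edgeR, against the paper's more than 100. Every alternative set before the data were examined also differs: DESeq2 (57), limma (46), no filter on low counts (40), at least 10 counts in every sum (23), at least 5 or 10 cells per sum (each 29), no pool term (13), genes that were not features (25), 10 components (32), 30 components (0), 1000 variable genes (10), the named genes as features (34), Leiden clustering (10) and thinned cells (0). At an unadjusted p under 0.05, edgeR had 124 genes, and 113 and 84 for the clusterings with 0, in which C2 held only 53 and 10 cells.

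For C2, 10 specific genes were called, against the paper's approximately 100. Of the alternatives set before the data were examined, DESeq2, with 73 genes, and 1000 variable genes, with 129, are within 1.5 times the paper's value. The second shares 0 genes with the 10. The others differ: limma (23), no filter on low counts (37), at least 10 counts in every sum (5), at least 5 or 10 cells per sum (each 10), no pool term (9), genes that were not features (3), 10 components (9), 30 components (0, with 274 unadjusted), the named genes as features (10), Leiden clustering (47) and thinned cells (36).

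Of 29 genes that the paper names as higher in a subset, 11 were called by edgeR in both comparisons, 16 in 1 and 2 in neither. For C1 it was 10 of 13 in both, so most were called. For C2 it was 1 of 8 and for C0 0 of 7, where each gene was called in 1 comparison. Cxcr6, which the paper places in C0 and C1 over C2, was called in 1. Klrc1 and Il18rap were called in neither.

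Some settings call genes that edgeR missed. DESeq2 calls Tcf7, S1pr1, Ly6a, Cd40lg and Ccr2 and drops 1 of the called genes. Limma calls these, Ncr1, Gzma, Klf2, Il7r, Cxcr6 and Icos and drops 0. With no pool term edgeR calls S1pr1 and drops 2. With no filter on low counts it calls Ncr1, Gzma, S1pr1, Il7r, Tcf7, Ly6a, Cd40lg and Il4 and drops 0, with at least 10 counts in every sum Ncr1 and Ly6a, dropping 2, and among genes that were not features S1pr1, dropping 0. With 10 components it calls Ly6a, dropping 0, with the named genes as features Ncr1, Gzma and Ly6a, dropping 0, and with Leiden clustering S1pr1, Il7r, Tcf7, Cxcr6 and Ly6a, dropping 3. Among settings chosen after seeing the values, it calls Tcf7 without the WT pool, dropping 4, Ncr1, Gzma and Ly6a without the Jα18-deficient pool, dropping 0, Gzma and Cxcr6 without the genes that differ between pools, dropping 10, and Gzma with the markers as features, dropping 2. Other settings only lose genes: edgeR calls 0 of the 29 in both comparisons with 30 components, dropping 11, 0 with thinned cells, dropping 11, 3 with 1000 variable genes, dropping 8, and 9 without the CD1d-deficient pool, dropping 2. No setting calls Klrc1, Itga4, Il18r1, Il18rap, Cd28 or Lat in both comparisons.

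By the paper's values the share of C2 is highest in the CD1d-deficient cells. Here it was highest in the Jα18-deficient cells (17.9%), and Leiden clustering, an alternative set before the data were examined, has it highest in the CD1d-deficient cells (12.9%).

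The paper describes C3 and C4 as more alike than C1 and C2, past the threshold of its test. The mean r of C3 and C4, 0.808, exceeded that of C1 and C2 by 0.0429 ± 0.128 (SD, exact permutation p = 0.75, n = 3 pools), and in the CD1d-deficient pool the difference was -0.0828. By the paper, the mice of that pool lack type I and type II cells, so its value does not bear on how alike these types are. In the WT pool the difference was 0.174. C1 and C4 had a higher mean, 0.813, also with Spearman's correlation and among genes that were not features. With as many cells of each cluster within a pool, chosen after seeing the values, C3 and C4 were above every other pair on average, by 0.0192 over C1 and C4, and this measure has no called items to drop.

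The paper shows genes higher in C3 or in C4. By edgeR, 0 of 8906 genes were called between them, where 179 passed at an unadjusted p under 0.05, DESeq2 called 15 and limma 0. No setting that was run called a gene the paper gives for C3 or C4.

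Of the receptor genes Il12rb1 and Il12rb2, which the paper describes as nearly absent, Il12rb1 was detected most in C0. It had a UMI in 21.4 ± 7.54% of thinned C0 cells (mean ± SD, n = 3 pools) and 59.2 CPM there, at or above 74.9% of the genes tested. In C1 it had 35.2 CPM and in C2 11.5 CPM, at or above 62.7% and 35.5% of the genes tested. Il12rb2 was low in every subset, with 7.67 CPM in C0, 2.01 in C1 and 5.58 in C2, closer to the paper's description.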

Other observations

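In this part, the tests on Mtmr9, Plppr4 and the genes of C3 and the test of depth for Ly6a were chosen only after the result was seen. The window of 20 Mb was added later still, and the test of depth for Mtmr9 was divided between C0 with C1 and C2, and changed for C2, after the values were seen. Genes singled out here were chosen after their values were seen.

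Mtmr9, a gene of C3 in the paper, was higher in the Jα18-deficient than in the WT pool within C0, C1 and C2, by 5.03, 4.40 and 4.82 on the log2 scale. Depth is argued against. At 1 depth, 41.3% of C0 and 40.8% of C1 cells of that pool had a UMI, against 2.24% and 4.44% in the WT pool, of which the latter rests on 2 of 45 cells (95% interval 0.543 to 15.1%). The smaller of these ratios was 9.19. In C2, 19.8% was 1.52 times the limit that 0 of 23 thinned WT cells allow. Without thinning, 67 Jα18-deficient and 1 WT C2 cells had a UMI, which per UMI of the sums is a ratio of 7.91, with a lower 95% limit of 1.37, where depth alone needs 1 or less. Mtmr9 lies 9.30 Mb from Trac, which marks the locus of the Jα18 segment. Variants that came with the deletion may be the source, and this stays open. Within 15 Mb of Trac, 1 of 59 other genes past the size rule, Lgals3, had a log2 ratio beyond 1 of 1 sign in the 3 subsets, a share above that of 76.1% of windows. Within 20 Mb, which takes in Rcbtb2, it was 2 of 76 and 86.9%. Such variants and an effect of the genotype cannot be told apart by so few genes. For Plppr4, higher by 3.11, 2.43 and 3.24, the tables argue against this source, as it lies on chromosome 3 and Trac on chromosome 14.

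Of 6 genes the paper gives for C3, 3, Mtmr9, Plppr4 and Rcbtb2, were higher in the Jα18-deficient than in the WT pool by a log2 ratio above 1 within each subset. A difference between pools in place of a difference between clusters may explain their place in C3, which is mostly of that pool. Within the Jα18-deficient pool, the log2 ratio of C3 to C4 was -0.91 for Mtmr9, and the median of the 3 was 0.080. Mtmr9 had the value of 0 or below that this explanation needs. The median was 0.69 over Tmem176a, Tmem176b and Ckb, but Tmem176a and Tmem176b were also higher in that pool, by less. With them, the median of the 5 genes was 0.30 against 0.29 for Ckb. For the genes as a set, the explanations cannot be told apart, because the size asked of the difference between pools decides the result. An effect of the genotype itself was not tested.

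Ly6a was lower in the CD1d-deficient than in the WT pool within C0, C1 and C2, with log2 ratios of -1.08, -1.37 and -3.95. Depth is argued against, since at 1 depth the share of cells with a UMI was at most 0.496 times that of the WT pool. A strain variant of the region around Ly6a may be the source. Within 15 Mb, 0 of 69 other genes past the size rule had a log2 ratio beyond 1 of 1 sign in the 3 subsets, and 0.0% of windows had a smaller share. A variant of Ly6a alone would leave its neighbours unchanged, so such a variant and an effect of the genotype cannot be told apart with 1 pool of each.

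The share of C1 was larger in the CD1d-deficient pool, which was also the shallowest. Cells below the stated depth are argued against as the reason, since the difference from the WT pool over cells with at least 10000 UMIs was 0.998 times that over all cells. The genotype, as the paper reads it, and differences between the mice stay open, as they were not tested.

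At 1 depth, 27.5% of the 40 CD1d-deficient cells in C0 had a UMI of Cd8a, against 4.03% of the WT cells in C0. Ncr1 had 101 CPM in the sum of all 77 CD1d-deficient cells of C0, at any depth, and 5.54 in that of all WT cells of C0.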
